# TRMT112 drives a tumor growth and metastasis-promoting program in triple-negative breast cancer

**DOI:** 10.1038/s41418-025-01643-z

**Published:** 2026-01-08

**Authors:** Amr R. Elhamamsy, Brandon J. Metge, Mohamed H. Elbahoty, Bhavyasree Papineni, Heba Allah M. Alsheikh, Dongquan Chen, Rajeev S. Samant, Lalita A. Shevde

**Keywords:** Tumour biomarkers, Metastasis

## Abstract

Ribosomal RNA Modifying Proteins (RRMPs) are integral to ribosome biogenesis, executing post-transcriptional modifications that influence translation fidelity and efficiency. Dysregulation of RRMPs has been increasingly implicated in cancer progression, yet their collective role across malignancies remains largely unexplored. Here, we performed a multi-omics analysis of 22 RRMPs across diverse cancer types using The Cancer Genome Atlas, the Molecular Taxonomy of Breast Cancer International Consortium, and additional high-throughput datasets. Our analysis revealed widespread genomic alterations and transcriptional dysregulation of RRMPs across malignancies, with distinct expression patterns in breast cancer subtypes. Notably, Triple-Negative Breast Cancer (TNBC) exhibited the highest RRMPs enrichment, which correlated with increased genomic instability including elevated tumor mutational burden and aneuploidy scores, and poor survival outcomes. Among the RRMPs, tRNA methyltransferase activator subunit 11-2 (TRMT112) emerged as a key regulator of tumor progression. Functional assays demonstrated that TRMT112 knockdown in TNBC cells significantly reduced proliferation, migration, invasion, and metastatic potential, whereas its overexpression enhanced these tumorigenic properties. Polysome profiling and RNA sequencing of actively translated transcripts revealed that TRMT112 reprograms the translational landscape by promoting pro-metastatic and stromal remodeling pathways while suppressing immune-related processes. In vivo studies using an orthotopic breast cancer model further confirmed that TRMT112 depletion impairs tumor growth and reduces metastatic burden. Collectively, our findings establish RRMPs as critical modulators of cancer progression and identify TRMT112 as a key driver of aggressive phenotypes in TNBC. The dysregulation of TRMT112 across breast cancer subtypes highlights its potential as both a prognostic biomarker and a therapeutic target. These insights provide a mechanistic foundation for future interventions aimed at targeting TRMT112-driven translational programs in aggressive breast cancer.

## Introduction

The landscape of cancer biology is markedly influenced by dynamic alterations in ribosomal RNA (rRNA), which plays a pivotal role in cellular function and organismal physiology [1, 2]. Among the multifarious factors contributing to the complexity of cancer, Ribosomal RNA Modifying Proteins (RRMPs) are gaining prominence due to their intricate involvement in the modification of rRNA, essential for ribosome biogenesis and function [3–5]. However, despite their fundamental roles, little is known about the specific contributions of RRMPs to cancer biology, and their potential as therapeutic targets remains underexplored.

RRMPs are not mere participants in the translational machinery but are central to the post-transcriptional modifications that govern the fate of rRNA, impacting everything from peptide bond formation to the fidelity of protein synthesis [6, 7]. Dysregulation of RRMPs is increasingly recognized as a determinant of tumorigenicity, influencing cancer onset, progression, and patient outcomes [8–10]. Genetic alterations in RRMPs, ranging from mutations to copy number variations, have been implicated in various cancers [11, 12]. Yet, the full spectrum of RRMPs alteration across cancer types and their functional consequences remain inadequately understood, necessitating a focused investigation into these proteins.

Through functional dependency screening our study identified that tRNA methyltransferase activator subunit 11-2 (TRMT112) is essential for breast cancer cell survival, with its expression significantly elevated in tumors and metastatic lesions compared to normal tissue. Notably, TRMT112 was highly enriched in aggressive breast cancer subtypes, particularly triple-negative breast cancer (TNBC), where its overexpression is associated with poor clinical outcomes, including reduced disease-specific survival. TRMT112 functions as an activator of methyltransferases involved in rRNA modification [13, 14], specifically catalyzing methylation at positions 1639 and 1832 of 18S rRNA, which are critical for ribosome assembly and function [15, 16].

Beyond rRNA modification, TRMT112 serves as a multifunctional hub protein that stabilizes and activates a diverse set of methyltransferases. These include enzymes involved in tRNA modification (e.g., TRMT11, ALKBH8, THUMPD2/3), protein and histone methylation, and even mRNA methylation, thereby linking TRMT112 to multiple aspects of RNA metabolism, genome stability, and cellular stress responses [13, 17–22]. This versatility underscores TRMT112’s potential to influence cancer-relevant pathways beyond ribosome biogenesis, including translational reprogramming, adaptation to metabolic stress, and invasive phenotypes. Despite this functional diversity, TRMT112’s role in cancer remains poorly understood.

In this study we systematically investigated the alterations in RRMPs, with a specific focus on TRMT112, across different breast cancer subtypes and elucidated its role in tumor growth, invasion, and metastasis. Breast cancer, the most common malignancy among women worldwide, exhibits significant heterogeneity across its subtypes - Luminal A, Luminal B, HER2-enriched, and TNBC [2, 23, 24]. Furthermore, exacerbated by the absence of targeted therapies, the metastatic propensity of TNBC remains a challenge [25–27]. In this study we present evidence to support that each subtype exhibits distinct RRMPs expression patterns and demonstrate that TNBC supports elevated expression of TRMT112. We comprehensively evaluated the role of TRMT112 in breast cancer utilizing public databases to delineate RRMPs mutations and expression levels, especially TRMT112, across different subtypes of breast cancer and elucidate its functional relevance in metastasis. By integrating data from The Cancer Genome Atlas (TCGA), METABRIC, and other high-throughput datasets, our study provides a detailed portrait of TRMT112 alterations and their implications in breast cancer. Our findings suggest that TRMT112 plays a pivotal role in TNBC, highlighting its potential as a prognostic biomarker and/or a therapeutic target, and provide a mechanistic foundation for future interventions aimed at targeting TRMT112-driven translational programs in aggressive breast cancer.

## Results

### Alterations in RRMPs are pervasive across cancer types and linked to poor survival outcomes

To explore the functional impacts of RRMPs in various cancers, we defined a specific 22-gene RRMPs signature. This signature was established based on a thorough literature review and database searches that identified genes consistently implicated in rRNA modification and associated with critical outcomes in cancer biology. The selection focused on genes directly involved in the enzymatic processes altering rRNA, which are essential for proper ribosome function and thus influence protein synthesis crucial for cell growth and division (Fig. 1A), while excluding proteins associated with mitochondrial ribosome-related modifications. To elucidate the role of RRMPs in cancer, we investigated TCGA data. This analysis revealed a significant frequency of genomic alterations (i.e., amplifications, mutations, and deletions) in RRMPs genes across a variety of cancer types (Fig. 1B). Further, detailed heatmaps illustrated the specific distribution and frequency of RRMPs alterations, categorizing them as amplifications, deep deletions, and mutations (Fig. 1C–E). This detailed visualization showed pronounced variability in alteration patterns across different cancers, notably in breast cancer (BRCA) and lung adenocarcinoma (LUAD). We assessed a 22-gene RRMPs signature enrichment through single-sample Gene Set Enrichment Analysis across all sampled cancers (Fig. 1F). Notable differences were observed in the enrichment of this signature among various cancers, with types such as diffuse large B-cell lymphoma (DLBC) and uterine carcinosarcoma (UCS) displaying notably higher enrichment, while renal clear cell carcinoma (KIRC) and lower grade glioma (LGG) showed reduced enrichment.

**Fig. 1:**
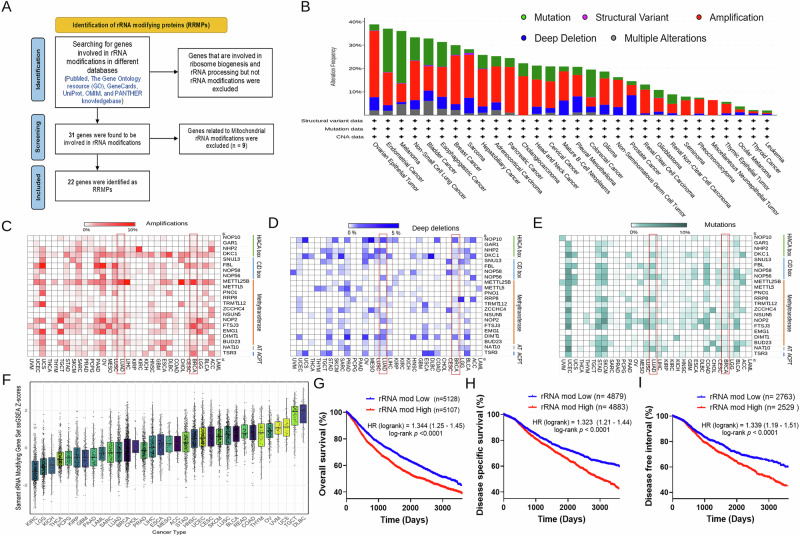
RRMPs alterations are pervasive across cancer types and linked to poor survival outcomes. **A** A schematic workflow outlines the multi-step process to identify genes involved in rRNA modifications, focusing on those relevant to ribosomal biogenesis and cancer while excluding mitochondrial-related genes. **B** A bar graph displays the frequency of RRMPs alterations, including structural variants (green), mutations (red), and copy number alterations (blue), across various cancer types using cBioPortal (TCGA) data. The high prevalence of these alterations suggests RRMPs’ potential role in tumorigenesis and therapeutic targeting. Heatmaps illustrate the distribution of RRMPs alterations: amplifications (**C**), deep deletions (**D**), and mutations (**E**) across multiple cancers. Each row represents an RRMP categorized into H/ACA box, C/D box, or methyltransferases, while columns denote specific cancer types. The intensity of red reflects the frequency of alterations, with notable enrichment in cancers such as BRCA and LUAD. **F** A boxplot shows the enrichment of a 22-gene RRMPs signature, calculated using single-sample Gene Set Enrichment Analysis (ssGSEA), across TCGA cancer types. Higher enrichment scores are observed in aggressive cancers like DLBC and UCS, whereas cancers like KIRC and LGG display lower enrichment, highlighting subtype-specific RRMPs involvement. **G** Kaplan–Meier analysis reveals that patients with high RRMPs expression levels (red) have significantly shorter 10-year overall survival compared to those with low expression (blue) across various cancers analyzed using TCGA data (HR = 1.344, *p* < 0.0001). **H** 10-year disease-specific survival analysis shows that elevated RRMPs levels (red) are associated with worse prognosis relative to low-expressing patients (blue) across different cancers in TCGA data (HR = 1.323, *p* < 0.0001). **I** A Kaplan–Meier plot illustrates that patients with high RRMPs expression (red) have significantly reduced 10-year disease-free survival compared to those with lower expression (blue) across different cancers in TCGA data (HR = 1.338, *p* < 0.0001).

Kaplan–Meier analyses across 32 types of cancers from TCGA data demonstrated that high RRMPs levels significantly correlated with poorer overall survival (Fig. 1G), disease-specific survival (Fig. 1H), and disease-free survival (Fig. 1I), with hazard ratios of 1.344, 1.323, and 1.338, respectively, all achieving highly significant log-rank *p*-values (<0.0001). These findings highlight RRMPs as potential prognostic biomarkers in cancer.

### Expression of RRMPs distinguishes tumors from normal tissue and is linked to poor survival and metastasis in breast cancer

We further explored the genetic landscape of RRMPs in breast cancer. Analysis of METABRIC and TCGA BRCA data revealed frequent genetic alterations in RRMPs, particularly amplifications, which were prevalent across various breast cancer subtypes (Supplementary Fig. S1A). Notably, the breast cancer basal subtype exhibited a significantly higher prevalence of RRMPs alterations compared to other subtypes (Supplementary Fig. S1B), suggesting a link between the alterations of RRMPs and this aggressive breast cancer subtype. Next, we examined the association between the alterations of RRMPs and genomic instability in breast cancer. Alterations of RRMPs were significantly correlated with increased tumor mutational burden, higher aneuploidy scores, and a greater fraction of genome altered (Supplementary Fig. S1C–E). These associations indicate a potential role of RRMPs in driving genomic instability and tumorigenesis.

To explore the gene expression levels of RRMPs in breast cancer, we employed a 2D principal component analysis to compare the expression profiles of RRMPs across breast tumors, matched normal breast tissues from cancer patients, and normal mammary tissues from the GTEx database (Fig. 2A). This analysis revealed distinct clustering patterns, with breast tumors forming a separate cluster from matched normal breast tissues, and GTEx mammary tissues indicating that RRMPs are differentially expressed across these tissue types. Further examination of RRMPs expression in the TCGA breast cancer cohort showed a significant upregulation and enrichment in tumor tissue compared to normal tissues (Fig. 2B and Supplementary Fig. S1F, G). The heatmap highlights the widespread dysregulation of RRMPs in breast cancer, with certain RRMPs, such as NSUN5, NHP2 and TRMT112, exhibiting marked upregulation in tumor tissues compared to normal tissues (Fig. 2C).

**Fig. 2:**
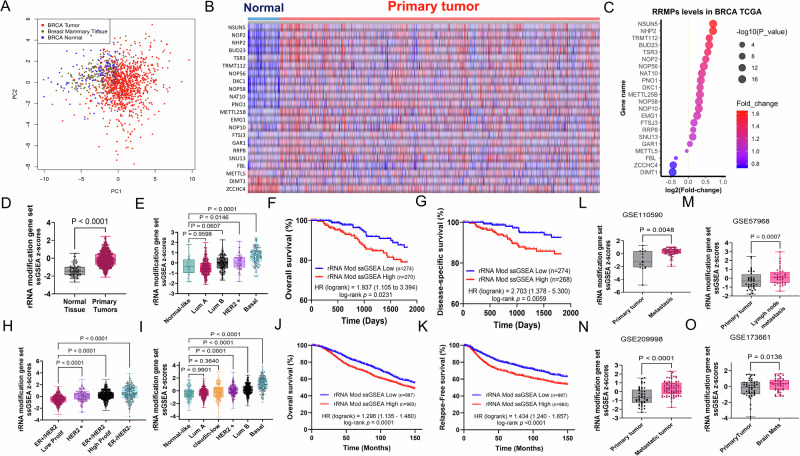
Expression of RRMPs distinguishes tumors from normal tissue and is linked to poor survival and metastasis in breast cancer. **A** A 2D PCA plot reveals distinct clustering of breast cancer (BRCA) tumors, normal breast tissues from BRCA patients, and normal mammary tissues from the GTEx database, highlighting significant differences in RRMPs expression profiles across these tissue types. **B** A heatmap comparing RRMPs expression in BRCA tumor and matched normal tissues (TCGA cohort) shows widespread dysregulation, with many RRMPs markedly upregulated in tumors. **C** A bubble plot presents the log2 fold-change of RRMPs between tumor and normal tissues, with significant upregulation of key RRMPs, including NSUN5 and TRMT112, suggesting their potential roles in tumor progression. **D** A boxplot comparing single-sample Gene Set Enrichment Analysis (ssGSEA) scores demonstrates significantly higher RRMPs signature enrichment in primary breast tumors versus normal tissues (*p* < 0.0001), indicating the association of RRMPs activity with tumorigenesis. **E** A boxplot reveals significant variation in RRMPs signature enrichment across breast cancer subtypes using TCGA data, with the Basal subtype showing the highest and Luminal A the lowest enrichment (*p* < 0.0001). **F** Kaplan–Meier curve shows that TCGA BRCA patients with high RRMPs signature enrichment (red) have significantly reduced five-year overall survival compared to those with low enrichment (blue) (HR = 1.937, *p* = 0.0231). **G** Kaplan–Meier curve illustrates that high RRMP signature enrichment (red) correlate with poorer disease-specific survival (HR = 2.703, *p* = 0.0059) in TCGA BRCA patients, reinforcing the prognostic value of RRMPs activity. **H** A boxplot shows the ssGSEA scores of the RRMPs signature across different breast cancer subtypes classified by the 3-Gene classifier using METABRIC data, with the ER-/HER2- subtype displaying the highest scores (*p* < 0.0001). **I** A boxplot illustrates the ssGSEA scores of the RRMPs signature across breast cancer subtypes classified by the PAM50 and Claudin-low classifications using METABRIC data. RRMPs enrichment is significantly elevated in Basal subtype compared to Luminal A and Normal-like subtypes (*p* < 0.0001). **J** Kaplan–Meier survival curve shows poor overall survival in breast cancer patients with high RRMPs signature enrichment (red) compared to patients with low RRMPs signature (blue) using METABRIC data. (HR = 1.296, *p* = 0.0001). **K** Kaplan–Meier curve illustrates that high RRMPs signature enrichment (red) correlate with poorer relapse-free survival compared to those with low enrichment in METABRIC data (blue) (HR = 1.434, *p* < 0.0001). **L** A boxplot shows significantly higher RRMPs signature enrichment in metastatic samples compared to matched primary tumors (*p* = 0.0048) using the GSE110590 dataset comprising matched primary tumors and multiple metastases from 16 patients, indicating RRMPs involvement in metastatic progression. **M** A boxplot illustrates higher ssGSEA scores of the RRMPs signature in lymph node metastases compared to primary breast tumors (*p* = 0.0007) using the GSE57968 dataset comprising 36 paired primary and regional metastatic breast cancer samples, underscoring the potential role of RRMPs in regional spread. **N** A boxplot shows that the ssGSEA scores of the RRMPs signature in metastatic tumors (*n* = 79) are significantly higher (*p* < 0.0001) than primary breast tumors (*n* = 44) using the GSE209998 dataset. **O** A boxplot shows RRMPs signature enrichment in brain metastatic tumors (*n* = 45) is markedly increased compared to matched primary breast tumors (*n* = 45) using data from the GSE173661 dataset, highlighting a potential role of RRMPs in brain metastatic colonization.

To assess the functional relevance of RRMPs in breast cancer, we performed single-sample Gene Set Enrichment Analysis (ssGSEA) using the TCGA-BRCA dataset. The results demonstrated a significantly higher enrichment of the RRMPs signature in primary tumors compared to normal tissues (*p* < 0.0001), underscoring the strong association between RRMPs expression levels and breast cancer development (Fig. 2D). Additionally, the expression signature of RRMPs showed differential enrichment across various breast cancer subtypes, with the highest levels observed in the basal subtype and the lowest in luminal A (*p* < 0.0001), indicating subtype-specific roles for RRMPs (Fig. 2E).

Kaplan-Meier survival analyses revealed that higher enrichment of RRMPs signature is associated with poorer clinical outcomes. In the TCGA-BRCA cohort, patients with high RRMPs ssGSEA scores had significantly worse five-year overall survival (HR = 1.937, *p* = 0.0231) and disease-specific survival (HR = 2.703, *p* = 0.0059) compared to patients with lower scores (Fig. 2F, G). These findings were further validated in the METABRIC cohort, where elevated enrichment of RRMPs signature was predominantly associated with the ER-/HER2- and basal subtypes (Fig. 2H, I). Additionally, higher RRMPs enrichment correlated with poorer clinical outcomes, including significantly reduced overall survival (HR = 1.298, *p* = 0.0001) and relapse-free survival (HR = 1.434, *p* < 0.0001) (Fig. 2J, K), reinforcing its potential prognostic significance in breast cancer. We analyzed data from multiple datasets to explore the role of RRMPs in metastasis. In the GSE110590 dataset, enrichment of RRMPs signature was significantly higher in metastatic samples compared to primary tumors (*p* = 0.0048), suggesting a potential role of RRMPs in metastatic progression (Fig. 2L). Similar trends were observed in the GSE57968, GSE209998 and GSE173661 datasets, where RRMPs signature enrichment was elevated in lymph node, distant metastases and brain metastases, respectively, compared to primary breast tumors (Fig. 2M–O). Cumulatively, the data demonstrates that RRMPs are dysregulated in breast cancer, possibly contributing to genomic instability, poor survival, and metastasis, especially in aggressive subtypes.

### Elevated RRMPs signature is linked to genomic instability and tumor aggressiveness in breast cancer

To further elucidate the functional implications of RRMPs in breast cancer, we analyzed the correlation between enrichment of RRMPs signature and various tumor attributes using TCGA-BRCA data. We found a significant positive correlation between RRMPs ssGSEA scores and the homologous recombination deficiency (HRD) score (Pearson’s r = 0.4687, *p* < 0.0001), suggesting a link between RRMPs activity and impaired DNA repair mechanisms (Supplementary Fig. S2A). Additionally, higher RRMPs enrichment was associated with increased tumor stemness (Pearson’s r = 0.5765, *p* < 0.0001) and reduced stromal content (Pearson’s r = -0.3957, *p* < 0.0001), as reflected by the Stemness and Stromal Scores, respectively (Supplementary Fig. S2B, C). A modest negative correlation was also observed between RRMPs enrichment and the ESTIMATE Score, indicating reduced immune and stromal content in tumors with high RRMPs activity (Supplementary Fig. S2D). We also examined RRMPs signature enrichment across different Nottingham histological grades in the GSE202203 dataset. Our analysis revealed a significant increase in RRMPs enrichment with higher histological grades, indicating that RRMPs are more active in aggressive breast cancer phenotypes (Supplementary Fig. S2E). This trend was further supported by an analysis of RRMPs enrichment across various PAM50 breast cancer subtypes, where the basal subtype exhibited the highest RRMPs activity (Supplementary Fig. S2F).

To explore the regulatory dynamics of RRMPs in breast cancer, we examined their co-expression patterns across normal, primary tumor, and metastatic tissues using similarity matrices. Given that rRNA modifications can occur concurrently on different rRNA species, analyzing co-expression provided important insight into the coordinated regulation of RRMPs and their potential role in cancer progression. In normal tissues, RRMPs showed strong positive correlations, indicating a tightly regulated network (Supplementary Fig. S3A). This coordination weakened in tumors, suggesting dysregulation of rRNA modifications (Supplementary Fig. S3B), and became more disrupted in metastases (Supplementary Fig. S3C), where both positive and negative correlations emerged, reflecting a complex reprogramming of RRMPs interactions. Notably, TRMT112 exhibited significant shifts in correlation with its functional partners, BUD23 and METTL5, across disease states, highlighting its potential role in tumor progression and metastasis.

We analyzed scRNA-seq data from GSE176078 using the Single Cell Portal to explore the context-specific expression of RRMPs at the single-cell level. This revealed distinct expression patterns of RRMPs across breast cancer subtypes and microenvironmental compartments (Supplementary Fig. S4). In epithelial cells, TRMT112, SNU13, and NOP10 exhibited subtype-specific expression, with TRMT112 notably elevated in TNBC, consistent with its association with tumor aggressiveness (Supplementary Fig. S4A). Beyond tumor cells, RRMPs expression varied across immune subsets, including B cells, T cells, and macrophages (Supplementary Fig. S4B), suggesting a role in tumor-immune interactions.

### TRMT112 emerges as a key player in breast cancer progression and metastasis

We queried a comprehensive CRISPR knockout screen across 49 breast cancer cell lines to evaluate the functional dependency of RRMPs. The CRISPR Chronos scores identified SNU13, TRMT112, and FBL as essential for cancer cell viability, as evidenced by their highly negative scores (Fig. 3A). To further investigate the expression dynamics of these top candidate RRMPs across different breast cancer contexts, we employed the Targetgram tool. This platform integrates gene chip and RNA-seq data to provide a detailed visualization of gene expression patterns across normal, tumor, and metastatic tissues, allowing for a refined understanding of their role in breast cancer progression. TRMT112 was significantly upregulated in tumor and metastatic tissues compared to normal, with pronounced expression in metastatic samples, underscoring its potential role in tumor progression and metastasis (Fig. 3B). Additional analysis using transcriptomic data from the NCBI-GEO integrated within TNMplot tool confirmed a progressive increase in TRMT112 expression from normal to mammary tumor to metastatic states (Fig. 3C).

**Fig. 3:**
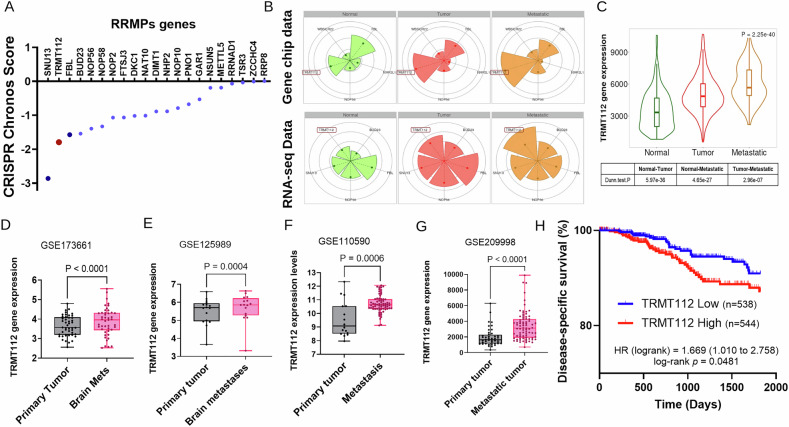
TRMT112 emerges as a key player in breast cancer progression and metastasis. **A** A scatter plot of CRISPR Chronos scores for RRMPs across 49 breast cancer cell lines shows SNU13, TRMT112 and FBL as top dependencies, indicating their essential role in cell survival (DepMap Public 22Q4+Score) (https://depmap.org/portal/), with more negative scores indicating a higher dependency. **B** Targetgram visualization of the top five hits from the Chronos CRISPR knockout screen (SNU13, TRMT112, FBL, BUD23, NOP56) reveals TRMT112 is uniquely upregulated in tumors and metastatic breast tissues, highlighting its role in tumor progression and metastasis. Data from gene chip and RNA-Seq were analyzed using the TNMplot tool. **C** A violin plot shows TRMT112 expression increases from normal to tumor and metastatic tissues, using TNMplot data from 33,520 samples (453 metastatic, 29,376 tumors, 3691 normal). This highlights TRMT112’s role in breast cancer progression and metastasis. **D** A boxplot shows a significantly higher TRMT112 expression in brain metastatic tumors (*n* = 45) and matched primary breast tumors (*n* = 45) using the GSE173661 dataset. **E** A boxplot displays TRMT112 expression levels are higher in brain metastases (*n* = 16) and matched primary breast cancers (*n* = 16) using data from the GSE125989 dataset. **F** A boxplot shows higher TRMT112 levels multiple metastases compared to matched primary tumors using the GSE110590 dataset. **G** A boxplot shows increased TRMT112 levels in metastatic tumors (*n* = 79) compared to primary breast tumors (*n* = 44) using data from the GSE209998 dataset. **H** Kaplan–Meier survival curve from TCGA-BRCA data indicates high TRMT112 expression (red) correlates with poorer five-year disease-specific survival (HR = 1.669, *p* = 0.0481), supporting its potential as a prognostic marker.

Expression analysis, using data from the GSE173661 dataset in metastatic contexts, revealed a significant upregulation of TRMT112 in brain metastases compared to primary breast tumors, suggesting a role for TRMT112 in the propensity of breast cancer to metastasize to the brain (Fig. 3D). Confirmatory analysis using the GSE125989 dataset, which compared paired primary and brain metastatic samples, further supported this finding (Fig. 3E). Across multiple metastases from the same patients (GSE110590 dataset), TRMT112 expression was consistently elevated in metastatic tumors, reinforcing its role in metastatic progression (Fig. 3F). Broader analysis using the GSE209998 dataset from the AURORA US Metastasis Project corroborated these observations, with significantly greater TRMT112 expression in metastatic tumors (Fig. 3G). Disease-specific survival analysis from the TCGA-BRCA dataset highlighted that higher TRMT112 expression was significantly associated with poorer outcomes (Fig. 3H).

KMplot data analysis showed that TRMT112’s impact on survival varied across breast cancer subtypes, particularly affecting the basal subtype most adversely, thereby suggesting a subtype-specific role in breast cancer (Supplementary Fig. S5A). Protein level analysis using CPTAC data further indicated higher TRMT112 levels in TNBC compared to other subtypes (Supplementary Fig. S5B). Interestingly, while TRMT112 protein levels showed a potential beneficial trend in relapse-free survival among estrogen receptor-positive tumors, it demonstrated a detrimental association with overall survival in TNBC, reflecting its complex role across different breast cancer subtypes (Supplementary Fig. S5C, D).

### TRMT112 expression is increased in triple-negative breast cancer

We carried out a comprehensive immunohistochemical analysis of TRMT112 across various breast cancer subtypes to obtain additional-independent insight. We immunohistochemically assessed TRMT112 in 49 breast cancer tumors and observed distinct expression patterns, with the most pronounced staining in TNBC (Fig. 4A). Compared to normal breast tissue and other breast cancer subtypes TNBC exhibited significantly higher TRMT112 immunoreactivity, indicating an integral role of TRMT112 in the aggressiveness of this subtype (Fig. 4B, C). We further extended our analysis to matched lymph node tissues; once again TNBC demonstrated significantly elevated TRMT112 levels, underscoring its potential involvement in the metastatic spread characteristic of this aggressive cancer subtype (Fig. 4D, E).

**Fig. 4:**
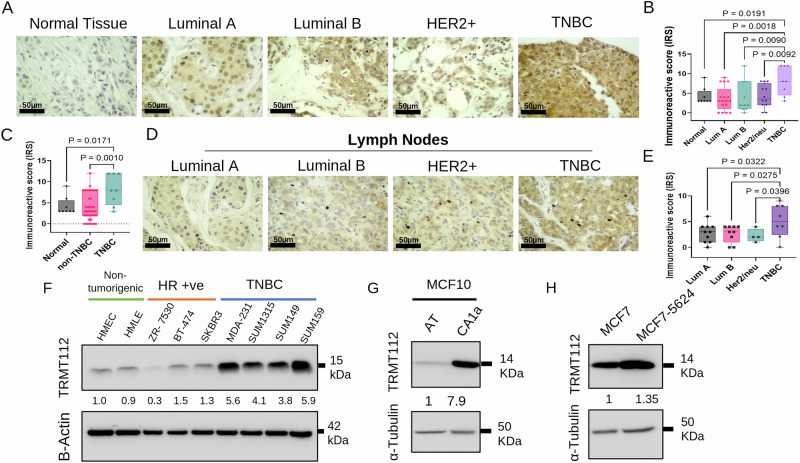
TRMT112 expression is high in TNBC primary tumors and lymph nodes. **A** Tissue microarray analysis visualized through immunohistochemistry, highlighting the expression of TRMT112 across various breast cancer subtypes and normal breast tissue. From left to right, the images display staining intensity in normal tissue, Luminal A, Luminal B, HER2+, and TNBC. Notably, TNBC shows significantly higher TRMT112 staining intensity compared to other subtypes. Scale bars = 50 µm. **B** A boxplot represents the immunoreactive scores (IRS), ranging from 0 to 12, for TRMT112 across various molecular subtypes of primary breast tumors, including Normal, Luminal A, Luminal B, HER2-enriched, and TNBC subtypes. **C** A boxplot illustrates IRS for TRMT112 Normal, non-TNBC, and TNBC categories. Notably, TNBC exhibits significantly higher IRS compared to other subtypes combined, highlighting its enhanced TRMT112 expression. **D** Immunohistochemical analysis of TRMT112 expression in lymph nodes from various breast cancer subtypes, Luminal A, Luminal B, HER2+, and TNBC. Representative images of lymph node metastases for each subtype are shown, with notably higher TRMT112 staining in TNBC tissues. Scale bars = 50 µm. **E** A boxplot shows the Immunoreactive Scores (IRS) of TRMT112 in lymph nodes across breast cancer subtypes: Luminal A, Luminal B, HER2-enriched, and TNBC. Notably, TNBC demonstrates significantly higher TRMT112 levels, suggesting its role in TNBC’s lymphatic spread and aggressiveness. **F** Western blot of TRMT112 expression in a range of breast cancer cell lines from non-tumorigenic (HMEC, HMLE) to hormone receptor-positive (ZR-7530, BT-474) and TNBC subtypes (MDA-MB-231, SUM1315, SUM149). β-Actin is used as a loading control. The numbers represent densitometric quantification of TRMT112 levels normalized to β-Actin. **G** Western blot for TRMT112 in MCF10AT (a premalignant cell line forming slow-growing tumor nodules) and its fully malignant and highly invasive counterpart, MCF10CA1a. TRMT112 expression is markedly higher in MCF10CA1a compared to the less invasive MCF10AT. α-Tubulin was used as a loading control. The numbers denote TRMT112 expression normalized to α-Tubulin. **H** Western blot shows TRMT112 levels in luminal subtype cell lines MCF7 and its more aggressive counterpart, MCF7-5624. MCF7-5624 displays increased TRMT112 expression compared to MCF7. α-Tubulin was used as a loading control; numbers indicate TRMT112 levels normalized to it.

We also analyzed TRMT112 expression across a spectrum of breast cancer cell lines, spanning non-tumorigenic to invasive TNBC subtypes. Relative to immortalized mammary epithelial HMEC cells or non-metastatic cells (HMLE, ZR-7530, BT-574, SKBR3), aggressive TNBC cells, particularly SUM159 and MDA-MB-231, express significantly higher levels of TRMT112 (Fig. 4F). Next, we contrasted TRMT112 expression from the tumorigenic non-metastatic cell line, MCF10AT with its isogenic, more aggressive, and metastatic counterpart, MCF10CA1a. This comparison revealed that TRMT112 protein expression is markedly higher in MCF10CA1a cells (Fig. 4G). This observation was consistent across another isogenic cell line pair; MCF7-5624, a more aggressive and metastatic derivative of the luminal MCF7 cells exhibited increased levels of TRMT112 compared to its parental line (Fig. 4H).

### TRMT112 regulates ribosome biogenesis, rRNA modification, and to a lesser extent, tRNA modification in TNBC cells

Data thus far shows that TRMT112 is upregulated in TNBC and further enriched in metastases. Given TRMT112’s reported role in rRNA and tRNA modifications, we next investigated whether modulation of TRMT112 alters the different steps of ribosome biogenesis. First, we silenced TRMT112 in SUM159, and MDA-MB-231 cells (Fig. 5A, B), and overexpressed TRMT112 in BT549 (Fig. 5C). TRMT112 knockdown (KD) in MDA-MB-231 and SUM159 cells showed a significant reduction in RNA Pol I activity, as evidenced by decreased transcription of 5′ ETS regions (Supplementary Fig. S6A, B), whereas TRMT112 overexpression (OE) in BT549 cells showed a pronounced increase in RNA Pol I activity (Supplementary Fig. S6C). Extending this analysis to rRNA maturation and processing, quantitative PCR across the 45S precursor revealed broad processing defects in TRMT112 KD cells. Conversely, TRMT112 OE led to a marked accumulation of processing intermediates, indicating increased rRNA processing (Supplementary Fig. S6D–G).

**Fig. 5:**
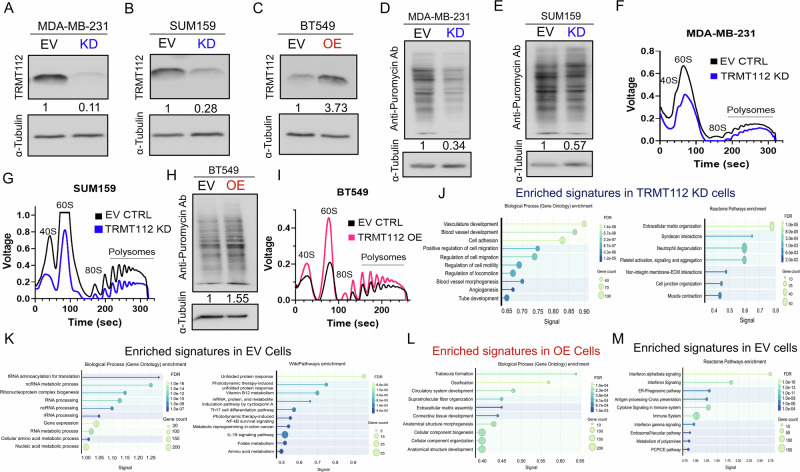
TRMT112 regulates protein synthesis and ribosome function in TNBC cells. Western blot analysis of TRMT112 in (**A**) MDA-MB-231 and (**B**) SUM159 cells, respectively, shows a significant reduction in TRMT112 levels in TRMT112 knockdown (KD) cells compared to empty vector (EV) control, with α-Tubulin as the loading control and for densitometric normalization. **C** Western blot analysis of TRMT112 in BT549 cells to confirm the TRMT112 overexpression in the TRMT112-overexpressing (OE) cells compared to empty vector control (EV) cells. α-Tubulin served as the loading control for densitometric analysis. Western blot analysis of puromycin incorporation into newly synthesized proteins in (**D**) MDA-MB-231 and (**E**) SUM159 cells, respectively. The comparison is between cells with EV and TRMT112 KD. The densitometric analysis of puromycin-labeled proteins in each lane was normalized to the corresponding α-Tubulin, which served as a loading control for quantification. Graphs represent polysome profiling of (**F**) MDA-MB-231 and (**G**) SUM159, respectively, illustrating ribosome distribution during translation. The profile reveals a marked decrease in the peaks representing the 40S and 60S ribosome subunits and the overall polysome population in TRMT112 KD cells compared to the control, underscoring the role of TRMT112 in maintaining efficient ribosome function and overall protein translation. **H** A Western blot analysis of puromycin incorporation into newly synthesized proteins in BT549 cells. It compares EV cells to TRMT112 OE cells. Puromycin-labeled protein levels were quantified by densitometry and normalized to α-Tubulin as a loading control. **I** A graph provides a detailed look at polysome profiling in BT549 OE cells compared to EV cells. The profiles demonstrate a marked increase in the peaks associated with the 40S and 60S ribosomal subunits and polysomes in the TRMT112 OE cells compared to EV cells. This elevation indicates an increase in ribosomal assembly and function, aligning with the increased protein synthesis observed in the puromycin incorporation assay. **J** STRING-db functional enrichment analysis of all actively translated mRNAs in TRMT112 KD cells (MDA-MB-231 and SUM159) shows an enrichment of genes involved in extracellular matrix organization, adhesion, and differentiation. **K** Functional enrichment analysis of all differentially translated genes in EV cells (MDA-MB-231 and SUM159) reveals significant enrichment in ribosome biogenesis, translational regulation, metabolic processes, and pathways linked to tumor growth and proliferation. **L** STRING-db functional analysis shows that TRMT112 overexpression in BT549 enhances translation of genes involved in ossification, and collagen formation, processes linked to increased matrix stiffening and metastatic potential. **M** STRING-db analysis reveals that BT549 EV cells are enriched in immune-related pathways, interferon signaling, antigen processing, and cytokine signaling, indicative of an anti-tumor immune response. These findings suggest that TRMT112 overexpression shifts the translational program towards a more invasive and metastatic phenotype while suppressing immune-related processes.

Given TRMT112’s established interactions with methyltransferases, we next examined rRNA and tRNA modifications. Readthrough assays demonstrated that TRMT112 KD increased readthrough at the 18S m6A1832 and m7G1639 sites, consistent with reduced methylation (Supplementary Fig. S7A–C), whereas TRMT112 OE reduced read-through mainly at the m7G1639 site (Supplementary Fig. S7D). TRMT112 KD had little to no effect on wobble uridine (mcm⁵U34) modification in tRNA-Lys(TTT) in SUM159, and MDA-MB-231 cells, while TRMT112 OE reduced readthrough in BT549 cells (Supplementary Fig. S7E–H). These results support a dominant role for TRMT112 in 18S rRNA methylation, with only a limited effect on tRNA modification in TNBC cells.

To explore whether these site-specific modification changes reflect differential regulation of TRMT112 cofactors, we analyzed the TCGA-BRCA CPTAC cohort. TRMT112 protein levels showed strong positive correlations with METTL5, THUMPD2, TRMT11 and ALKBH8, but not with BUD23 or THUMPD3 (Supplementary Fig. S8A). Consistent with these correlations, silencing TRMT112 in SUM159 and MDA-MB-231 cells sharply reduced METTL5, THUMPD2, ALKBH8 and TRMT11 transcripts, whereas TRMT112 OE produced the reciprocal increase of these cofactors (Supplementary Fig. S8B–D). Together, the data show that TRMT112 maintains the expression of specific methyltransferases, and that the magnitude of their downregulation determines the severity and specificity of downstream RNA-modification defects.

### TRMT112 regulates protein synthesis and ribosome activity in TNBC cells

To assess the impact of TRMT112-dependent rRNA modifications on translation, we performed polysome profiling and puromycin incorporation assays. TRMT112 KD in MDA-MB-231 and SUM159 cells led to a significant decrease in protein synthesis, as evidenced by reduced puromycin incorporation (Fig. 5D, E) and altered polysome profiles with diminished 40S, 60S, 80S, and polysome peaks (Fig. 5F, G). In contrast, TRMT112 OE enhanced protein synthesis, indicated by increased puromycin incorporation (Fig. 5H) and elevated ribosome profiling peaks (Fig. 5I).

Immunoblotting revealed that TRMT112 KD reduced levels of the translation initiation factor eIF4A1 and the phosphorylated eIF2α and 4E-BP1 in SUM159 cells (Supplementary Fig. S9A), further supporting impaired translation initiation upon TRMT112 loss. Conversely, OE increased eIF4A1 abundance in BT549 cells, while phosphorylation of 4EBP-1 was elevated relative to controls (Supplementary Fig. S9B), demonstrating that TRMT112 upregulation strengthens both ribosome activity and translation initiation. Consistent with these observations, analysis of the CPTAC-BRCA cohort revealed strong positive correlations between TRMT112 protein levels and several key translation factors, including eEF1A1, eIF4A1, eIF2A, 4E-BP1, and eIF4E (Supplementary Fig. S9C), supporting the clinical relevance of these regulatory interactions.

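MDA-MB-231 and SUM159 are established human TNBC cell lines. Each line carried either an empty vector (EV) or a TRMT112 shRNA (KD), and polysome-associated RNA was sequenced from 2 libraries per group. Lysates were separated on sucrose gradients, the fractions holding mRNA bound by several ribosomes were pooled, and their RNA was extracted. For library preparation, the paper's methods name a stranded total RNA kit after rRNA depletion, whereas the sample labels name a poly(A) enrichment kit. According to the methods, the authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with HISAT2 and removed PCR duplicates with SAMtools. Their deposited table holds expected counts per Ensembl transcript, without normalization, where a read shared by several transcripts is divided between them. The total of expected counts was 23020077 and 23630478 in the MDA-MB-231 EV libraries and 24581861 and 23822345 in the MDA-MB-231 KD libraries. In SUM159 it was 22954226 and 23100660 in EV and 23669225 and 27434677 in KD. Of the transcripts in the table, 79.6% had a match in the GENCODE 44 annotation of GRCh38, and these held between 99.25% and 99.41% of the counts of each library. Counts were summed over the transcripts of each gene symbol and rounded to whole numbers. In 5.08% of the rows the 8 columns of these lines held a missing mark in place of a number, which was taken as a count of 0. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 12 libraries of the study, and p-values were adjusted by the Benjamini-Hochberg method over the 16538 genes that passed edgeR's filter on low counts. The libraries were scaled to each other, so a change that all mRNAs shared would not appear, and counts of an mRNA in the polysome fractions depend on both the amount of that mRNA and its ribosome loading. Replicates were close, with a median absolute log2 difference per gene between 0.06 and 0.08 in these groups. The paper's methods do not say whether the 2 libraries of a group came from separate transfections. The p-values thus measure the spread between libraries. A difference between the EV and KD cell populations that had another cause than TRMT112 would be called as well. TRMT112, on chromosome 11 of GRCh38 from 64316460 to 64317559, checked the labels. Its normalized count in MDA-MB-231 was 4042 ± 148 (SD, n = 2) in EV and 1723 ± 57.9 (SD, n = 2) in KD, a log2 fold change of -1.23 (standard error 0.04, adjusted p = 5.1e-16 from edgeR's quasi-likelihood test). In SUM159 it was 6449 ± 165 (SD, n = 2) in EV and 3804 ± 148 (SD, n = 2) in KD, a log2 fold change of -0.76 (standard error 0.04, adjusted p = 1.76e-14, same test). Each standard error of a log2 fold change is its absolute value divided by the square root of the F statistic of the test. It is too small where a large fold leaves few counts in 1 group.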

To further elucidate the impact of TRMT112 on translational regulation, we performed RNA sequencing on polysome-associated mRNAs from TRMT112 KD compared to empty vector (EV) cells (Supplementary Fig. S10A). 

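In MDA-MB-231, 3505 genes were higher and 2735 were lower in KD than in EV polysomes at an adjusted p-value under 0.05. In SUM159, 4733 genes were higher and 5200 were lower, a balance that depended on the scaling, with 5157 higher and 4782 lower under RLE size factors. Most of these differences were small in MDA-MB-231, where 4554 of 6240 called genes had an absolute log2 fold change under 0.5. In SUM159, 4157 of 9933 did. The median absolute log2 fold change of the called genes was 0.33 in MDA-MB-231 and 0.59 in SUM159. When an absolute log2 fold change of at least 1 was also required, 264 genes higher and 266 lower passed in MDA-MB-231. In SUM159, 1204 higher and 1388 lower passed. Scaling by library size alone moved the balance in MDA-MB-231 to 2363 genes higher and 4082 lower, so that 36.7% of the called genes were higher against 56.2% with TMM normalization.
LMCD1, a LIM domain protein encoded on chromosome 3 from 8501807 to 8574668, rose from 223.8 ± 0.12 to 604.3 ± 9.28 normalized counts (SD, n = 2) in MDA-MB-231, a log2 fold change of 1.43 (standard error 0.09, adjusted p = 1.67e-11 from edgeR's quasi-likelihood test). In SUM159 it rose from 233.7 ± 23.6 to 1235 ± 2.71 (SD, n = 2), by 2.40 on the log2 scale (standard error 0.08, adjusted p = 4.6e-17). MDK, which encodes the secreted growth factor midkine on chromosome 11 from 46380756 to 46383837, had a log2 fold change of 1.00 in MDA-MB-231 (standard error 0.05, adjusted p = 1.2e-12) and of 2.41 in SUM159 (standard error 0.12, adjusted p = 3.22e-14). For TPM1, the tropomyosin gene on chromosome 15 from 63042620 to 63071915, the log2 fold changes were 0.41 (standard error 0.03, adjusted p = 3.09e-10) and 1.13 (standard error 0.03, adjusted p = 4.21e-19). ATP1B1, the beta subunit of the sodium pump on chromosome 1 from 169105697 to 169310992, differed in direction between the lines. It fell from 1893 ± 111 to 1608 ± 15.1 normalized counts (SD, n = 2) in MDA-MB-231, a log2 fold change of -0.24 (standard error 0.06, adjusted p = 0.0026), and rose from 484.1 ± 54.8 to 1123 ± 24.1 (SD, n = 2) in SUM159, a log2 fold change of 1.21 (standard error 0.07, adjusted p = 1.04e-12). With each library of the line left out in turn, ATP1B1 stayed between -0.29 and -0.17 in MDA-MB-231. Where the transcripts were tested singly, the main transcript of ATP1B1 and that of TPM1 in MDA-MB-231 were no longer past the threshold, with log2 fold changes of -0.60 and 0.35.
Across both lines, 1465 genes were higher in KD in both, against 1003 expected from the sizes of the lists (odds ratio 2.15, p = 5.1e-80, two-sided Fisher's exact test), and 1236 were lower in both, against 860.0 expected (odds ratio 2.05, p = 1.58e-61). A further 2025 genes were called in opposite directions, against 1885 expected. Of these, 1219 were higher in MDA-MB-231 KD and lower in SUM159 KD (1102 expected, odds ratio 1.21, p = 1.98e-06, two-sided Fisher's exact test) and 806 the other way (782.7 expected, odds ratio 1.05, p = 0.287, same test). This excess depended on the filter, since genes with a mean of at least 50 counts gave 2046 in opposite directions against 2272 expected, and each cell line fitted alone 2095 against 2232. With an absolute log2 fold change of at least 1 also required in each line, 42 genes were higher in both (19.2 expected), 36 lower in both (22.3 expected) and 96 in opposite directions (41.5 expected). Over all genes tested, Spearman's rho between the log2 fold changes of the lines was 0.06, a description across genes, which are not independent replicates. From the mRNAs that rose, the paper proposes that KD cells shift to a phenotype that is less invasive.

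**Figure D1:**
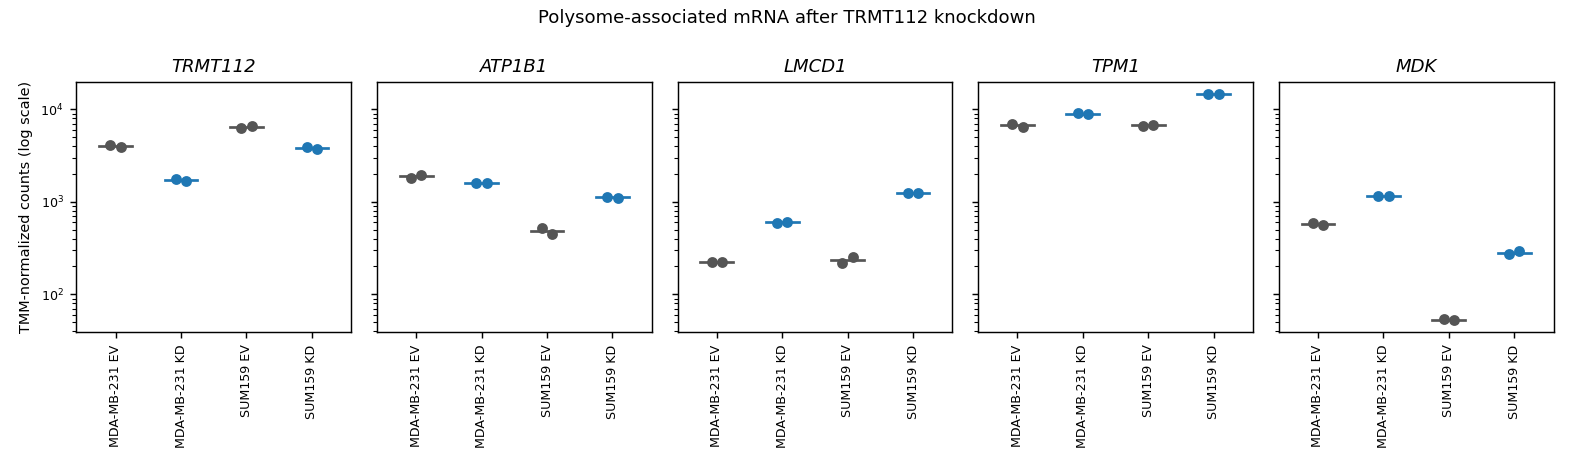
TMM-normalized counts (log scale) of TRMT112, ATP1B1, LMCD1, TPM1 and MDK in EV and KD libraries of MDA-MB-231 and SUM159, where each point is 1 library and each bar the mean of 2. LMCD1, TPM1 and MDK lie higher in KD in both lines, TRMT112 lies lower in both, and ATP1B1 lies lower in MDA-MB-231 KD and higher in SUM159 KD.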

TRMT112 KD resulted in an overall decrease in polysomes and a distinct translational program (Supplementary Fig. S10B–D), characterized by upregulation of genes involved in adhesion, differentiation, and cytoskeletal remodeling, including ATP1B1, LMCD1, TPM1, and MDK, consistent with a shift toward a less invasive phenotype (Supplementary Fig. S11A). Analysis of the TCGA-BRCA CPTAC dataset showed positive correlations between TRMT112 and genes actively translated in EV cells, while genes preferentially translated in KD cells exhibited negative correlations (Supplementary Fig. S11B, C). 

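Lists of genes for the processes named in Fig. 5J, K were written from general knowledge before the data were examined, because the term lists of STRING were not used here, and each list was tested with limma's camera (preset correlation 0.01, Benjamini-Hochberg adjustment over 51 tests). Of the lists for processes higher in KD, actin cytoskeleton and contraction rose in both lines. Its 64 genes had a median log2 fold change of 0.09 in MDA-MB-231 (adjusted p = 0.0146) and of 0.41 in SUM159 (adjusted p = 0.000329), but with library size alone as the scaling the MDA-MB-231 median was 0.00 and the list was no longer past the threshold. Extracellular matrix organization had a median of 0.29 in SUM159 (87 genes, adjusted p = 0.0178) and of 0.03 in MDA-MB-231 (adjusted p = 0.0815), where it turned to -0.03 with library size alone. The 71 genes of cell adhesion were not past the threshold in either line, with medians of 0.06 (adjusted p = 0.0815) and 0.00 (adjusted p = 0.898). In MDA-MB-231, 23 of them were called higher and 9 lower, or 23 and 12 when adjusted over the list alone. In SUM159, 24 were called higher and 26 lower, by both adjustments. Single adhesion mRNAs changed strongly and in both directions, among them MCAM, with a log2 fold change of 3.42 (standard error 0.04, adjusted p = 5.03e-25 from edgeR's quasi-likelihood test), THY1, with 3.42 (standard error 0.04, adjusted p = 5.77e-24), and SDC1, with -3.40 (standard error 0.04, adjusted p = 5.03e-25), all in SUM159. In MDA-MB-231, CLDN4 rose by 1.69, CDH11 by 1.68 and CD9 by 0.79 on the log2 scale. The list for vasculature development had medians of 0.05 (adjusted p = 0.35) and 0.13 (adjusted p = 0.0779).
The lists for processes higher in EV fell in KD, and more in SUM159 than in MDA-MB-231. The 23 cytosolic aminoacyl-tRNA synthetases and related genes had a median log2 fold change of -0.18 in MDA-MB-231 (adjusted p = 9.37e-06), with 16 called lower and 0 higher, and of -1.06 in SUM159 (adjusted p = 2.19e-11), with 22 called lower and 1 higher. For rRNA processing and ribosome biogenesis (118 genes) the medians were -0.04 (adjusted p = 0.0178) and -0.73 (adjusted p = 8.38e-17), for amino acid and folate metabolism (43 genes) -0.11 (adjusted p = 0.00368) and -0.80 (adjusted p = 1.97e-09), and for the unfolded protein response (49 genes) -0.15 (adjusted p = 0.00012) and -0.46 (adjusted p = 0.000294). The difference between the lines was itself past the threshold for these 4 lists (camera on the difference of the KD effects, adjusted p from 6.43e-14 to 0.00601). With the correlation between genes estimated from the data, the tRNA synthetase and unfolded protein response lists stayed past the threshold in both lines and the rRNA processing and amino acid lists in SUM159 alone, while the actin and matrix lists did not. The fry test called every list named here in both lines. It tests a list on its own, without comparison to the other genes. It called 50 of the 51 set tests, cell adhesion in SUM159 at a median of 0.00 among them, so its calls hardly tell the lists apart. ASNS, an asparagine synthetase that the paper lists among TRMT112-dependent targets, lies on chromosome 7 from 97851677 to 97872542. It fell from 2661 ± 179 to 1512 ± 6.43 normalized counts (SD, n = 2) in MDA-MB-231 and from 3606 ± 107 to 541.0 ± 15.2 (SD, n = 2) in SUM159, log2 fold changes of -0.82 (standard error 0.05, adjusted p = 3.7e-11) and -2.73 (standard error 0.06, adjusted p = 1.33e-20). The main transcript of ASNS tested singly in MDA-MB-231 was not past the threshold. VRK1, a kinase gene on chromosome 14 from 96797304 to 96954846, had log2 fold changes of -0.66 (standard error 0.06, adjusted p = 1.63e-08) and -0.88 (standard error 0.07, adjusted p = 3.32e-11). SLC7A5, which is on the lists for amino acids and the unfolded protein response, went both ways, with 0.49 in MDA-MB-231 (adjusted p = 3.41e-12) and -1.68 in SUM159 (adjusted p = 1.14e-22).

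**Figure D2:**
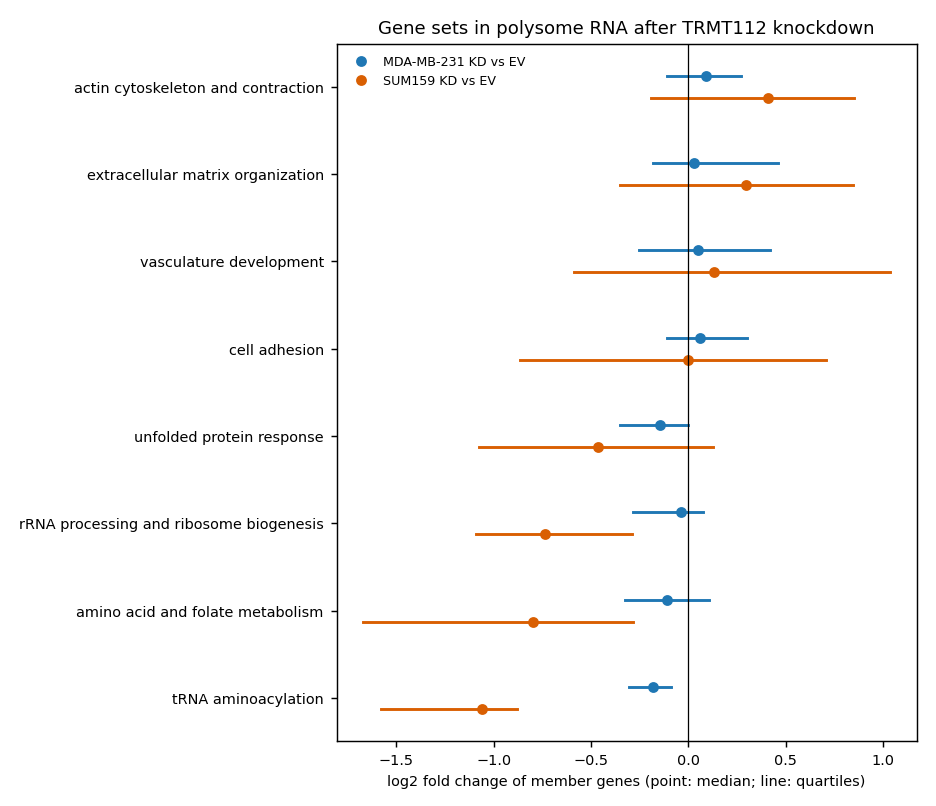
Median log2 fold change (KD over EV, point) and quartiles (line) of the genes of 8 lists in MDA-MB-231 and SUM159. The tRNA synthetases reach -1.06 in SUM159 and -0.18 in MDA-MB-231, and the medians of cell adhesion lie at 0.00 and 0.06.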

Gene-set analysis confirmed suppression of pro-tumorigenic pathways with enrichment of adhesion-related processes in TRMT112 KD cells compared to EV cells (Fig. 5J, K).

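BT549, another established human TNBC cell line, carried an empty vector (EV) or a construct for TRMT112 overexpression (OE), and polysome-associated RNA was sequenced from 2 libraries of each and processed as for the KD libraries. The total of expected counts was 24541477 and 24223605 in EV and 24126325 and 23204174 in OE. In the deposited table no transcript had a count of 0 in all 4 BT549 libraries, although 26096 had 0 in 3 of them, so a transcript that was not detected in BT549 has no row and could not be tested in any line. TRMT112 itself was at 3081 ± 8.14 normalized counts (SD, n = 2) in EV and 4303 ± 23.9 (SD, n = 2) in OE, a log2 fold change of 0.48 (standard error 0.04, adjusted p = 1.48e-10 from edgeR's quasi-likelihood test). Between OE and EV, 5887 genes were higher and 5790 lower at an adjusted p-value under 0.05, of which 2665 and 2518 also had an absolute log2 fold change of at least 1.
Of 42 listed collagen genes, 33 were tested, and 21 of these were called higher in OE and 7 lower, the same numbers when adjusted over the list alone. Their median log2 fold change was 1.33 (camera, adjusted p = 0.0146). It was 1.05 when genes with at most 3 counts in every library of a group were set to the fold that 3 counts allow. COL1A1, on chromosome 17 from 50184101 to 50201632, rose from 2019 ± 5.15 to 56240 ± 1451 normalized counts (SD, n = 2), a log2 fold change of 4.80 (standard error 0.04, adjusted p = 2.49e-29 from edgeR's quasi-likelihood test). The type VI collagens next to each other on chromosome 21 rose as well, COL6A1 (45981770 to 46005050) by 4.46 (standard error 0.05, adjusted p = 1.04e-27) and COL6A2 (46098112 to 46132848) by 5.91 (standard error 0.06, adjusted p = 2.95e-28) on the log2 scale. The 87 genes of extracellular matrix organization had a median log2 fold change of 1.12 (adjusted p = 3.18e-05), with 60 called higher and 20 lower, or 61 and 20 when adjusted over the list alone. CTSL, on this list, fell from 132500 ± 1245 to 16850 ± 294 normalized counts (SD, n = 2). For ossification (64 genes) the median was 0.87 (adjusted p = 0.0113), and SNAI2 and SPARC on this list had log2 fold changes of 3.23 (standard error 0.05, adjusted p = 5.3e-24) and 1.94 (standard error 0.03, adjusted p = 5.53e-24). These 3 lists share members. Counting only genes that no other list holds, the collagen median was 1.13 and the ossification median 0.71, and neither was past the threshold. None of the 3 lists passed with the correlation between genes estimated from the data. All 3 were called by fry, which called 50 of the 51 set tests. Among genes with a mean of at least 50 counts over the 12 libraries, the largest fitted increases, which depend on the prior count, were in INHBB, ELN and GPC4, which had 0 counts in both EV libraries and were at least 2409-fold, 1864-fold and 1262-fold higher in OE, taking 3 counts as the level in EV.

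**Figure D3:**
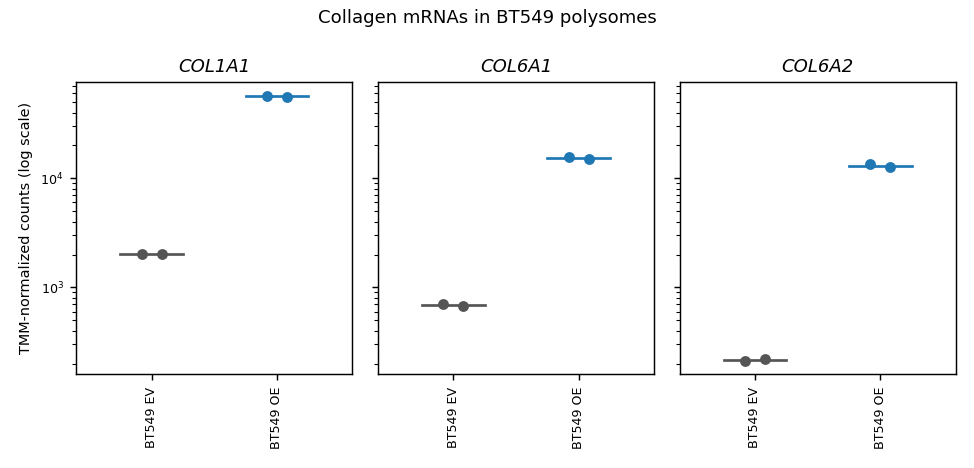
TMM-normalized counts (log scale) of COL1A1, COL6A1 and COL6A2 in the BT549 EV and OE libraries, where each point is 1 library and each bar the mean of 2. In each gene both OE libraries lie above both EV libraries.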

Reciprocally, polysome-RNA-seq in TRMT112 OE BT549 cells revealed a shift toward mRNAs involved in stromal remodeling and collagen formation, the hallmarks of metastatic progression (Fig. 5L, Supplementary Fig. S12A, B). Conversely, immune-related pathways, including antigen processing and interferon signaling, were suppressed in TRMT112 OE cells (Fig. 5M, Supplementary Fig. S12C), suggesting that TRMT112 promotes tumor aggressiveness by enhancing pro-metastatic translational programs while dampening anti-tumor immunity. Together, these findings position TRMT112 as a central regulator of translational control in TNBC, acting through both ribosome activity and translation factor modulation to promote aggressive tumor phenotypes by enhancing pro-metastatic and immune-evasive translational programs.

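Of 84 listed interferon-signaling genes, 83 were tested in the BT549 polysome libraries, and 80 of these were called lower in OE than in EV and 1 higher, by adjustment over all genes and over the list alone. Their median log2 fold change was -5.34 (camera, adjusted p = 6.99e-25), or -4.99 with the 15 genes that had at most 3 counts in every library of a group set to their limits. IFITM1, on chromosome 11 from 310041 to 315272, fell from 45760 ± 1130 to 99.0 ± 7.17 normalized counts (SD, n = 2), a log2 fold change of -8.85 (standard error 0.05, adjusted p = 1.06e-31 from edgeR's quasi-likelihood test). IFI6, on chromosome 1 from 27666064 to 27672212, had a log2 fold change of -7.10 (standard error 0.05, adjusted p = 3.33e-31), and BST2, on chromosome 19 from 17402939 to 17405630, of -10.25 (standard error 0.07, adjusted p = 7.94e-31). The standard errors derived from F are too small for such folds. BST2 had 16.6 and 21.5 normalized counts in the OE libraries, and ranged from -10.45 to -10.08 with each library left out in turn. RTP4 and MYRFL, which had 0 counts in both OE libraries, were at least 152.9-fold and 167.5-fold lower.
The 27 genes of antigen processing and presentation that were tested had a median log2 fold change of -2.01 (adjusted p = 6.77e-08), with 21 called lower and 2 higher. HLA-B, on chromosome 6 from 31353872 to 31367067, went from 38750 ± 665 to 75.5 ± 5.96 normalized counts (SD, n = 2), a log2 fold change of -9.00 (standard error 0.05, adjusted p = 1.06e-31), and HLA-C, on the same chromosome from 31268749 to 31272130, had -7.70 (standard error 0.06, adjusted p = 3.15e-30). These genes are close copies of each other and vary between individuals, so the division of reads between them is uncertain. The 43 genes of the proteasome and polyamine list were not past the threshold as a set (median -0.04, adjusted p = 0.364), although PSMB7 (-1.34), SMOX (-3.16) and OAZ2 (1.79) each changed. With the correlation between genes estimated from the data, interferon signaling stayed past the threshold (adjusted p = 0.000357) and antigen processing did not (adjusted p = 0.056). Both were called by fry, which called 50 of the 51 set tests. From the lower interferon and antigen processing mRNAs in OE, together with the higher matrix mRNAs, the paper proposes that TRMT112 raises pro-metastatic translation while it lowers anti-tumor immunity.

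**Figure D4:**
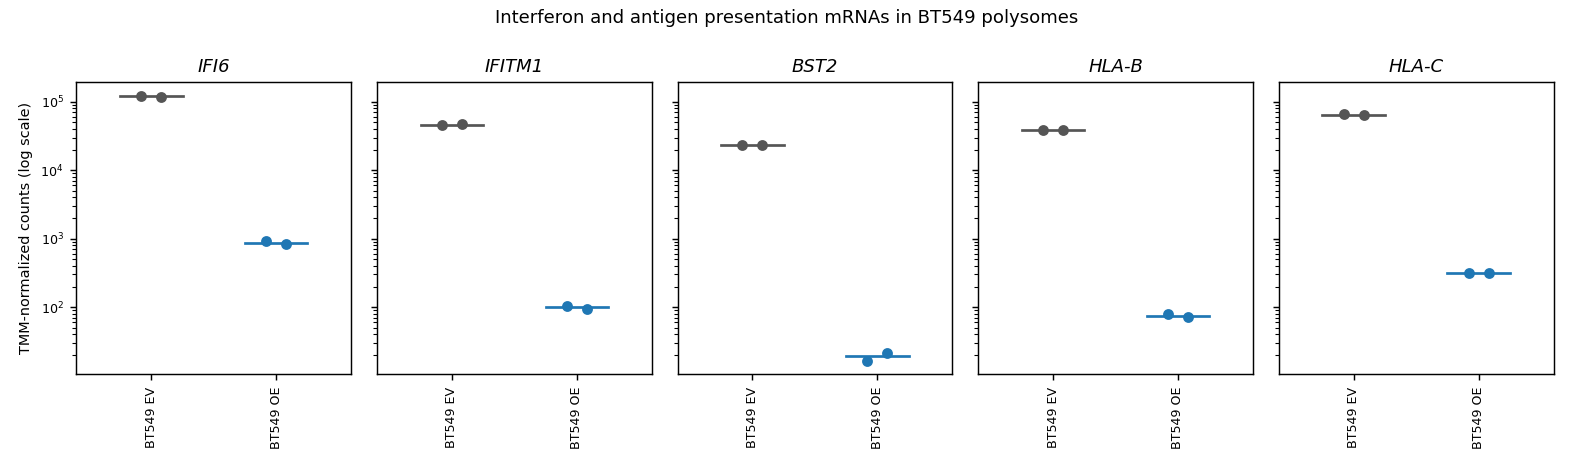
TMM-normalized counts (log scale) of IFI6, IFITM1, BST2, HLA-B and HLA-C in the BT549 EV and OE libraries, where each point is 1 library and each bar the mean of 2. Each gene lies lower in both OE libraries than in both EV libraries.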

### TRMT112 promotes tumorigenic behavior and metastatic potential in TNBC cells

Next, we sought to determine how TRMT112 modulates key tumorigenic and invasive features. Despite comparable rates of proliferation between the TRMT112 KD and EV cells (Supplementary Fig S13A, B), TRMT112 KD in MDA-MB-231 and SUM159 cells resulted in a significant reduction in colony formation (Fig. 6A, B). Wound healing assays further demonstrated impaired motility, with delayed wound closure and decreased migration distance in TRMT112-depleted TNBC cells (Fig. 6C, D, Supplementary Fig. S13C, D). Consistently, transwell assays revealed a marked reduction in migration following TRMT112 KD (Supplementary Fig. S13E), and Matrigel invasion assays confirmed that TRMT112 depletion significantly diminished invasive capacity (Supplementary Fig. S13F).

**Fig. 6:**
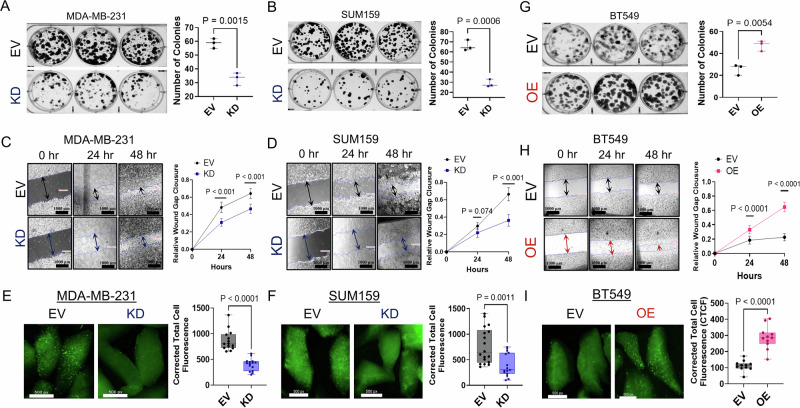
TRMT112 modulates proliferation, migration, and metastatic potential in TNBC cells. Panels display results from a colony formation assay in MDA-MB-231 (**A**) and SUM159 (**B**) cells. The assay compares EV cells with TRMT112 KD cells. After 7 days of incubation, the KD cells exhibit a significant reduction in the number of colonies formed, indicating that TRMT112 plays a crucial role in cell proliferation and colony stability. Representative images of wound healing assay in MDA-MB-231 (**C**) and SUM159 (**D**) cells that measures the migration capability of cells. In TRMT112 KD cells, there is a significant delay in wound closure compared to control cells. The graphs quantitatively show that the distance traveled by KD cells is substantially less, suggesting that TRMT112 is important for cellular motility. A panel assesses metastatic and seeding potential using an ex vivo pulmonary seeding assay in MDA-MB-231 (**E**) and SUM159 (**F**) cells. Fluorescence imaging of lung sections from TRMT112 KD cells shows significantly reduced seeding efficiency compared to control cells, highlighting the impact of TRMT112 on the metastatic behavior of breast cancer cells. Scale bars = 500 px. **G** Colony formation assay comparing EV BT549 cells with TRMT112 OE cells. The results show a significant increase in the number of colonies formed by the overexpressing cells, indicating that TRMT112 enhances colony stability and cell proliferation capabilities. **H** A wound healing assay evaluates the migration capabilities of the BT549 cells. TRMT112 OE cells demonstrate accelerated wound closure compared to controls within 24 and 48 h. This suggests that TRMT112 plays a vital role in promoting cellular motility. **I** In an ex vivo pulmonary seeding assay, fluorescence imaging quantifies the metastatic potential of the cells. TRMT112 OE cells show a marked increase in seeding efficiency within lung tissues, as indicated by the significantly higher corrected total cell fluorescence (CTCF), highlighting TRMT112’s influence on enhancing metastatic behavior. Scale bars = 500 px.

Further morphological analyses through three-dimensional culture assays revealed that TRMT112 KD cells assumed less invasive structures, characterized by decreased protrusive features and increased spherical structures (Supplementary Fig. S14A–D). This morphological change is suggestive of diminished invasive capacity. The pulmonary metastasis assay (PuMA) corroborated these findings, where TRMT112 KD resulted in significantly reduced seeding efficiency in lung sections, emphasizing the protein’s role in exacerbating metastatic traits (Fig. 6E, F, Supplementary Fig. S14E).

While TRMT112 OE in BT549 cells did not significantly impact their proliferation (Supplementary Fig. S15A), it enhanced tumorigenic properties, notably foci formation and suggestive of a robust capacity to induce density-independent growth (Fig. 6G). Additionally, the TRMT112-OE cells exhibited increased motility in wound healing assays (Fig. 6H, Supplementary Fig. S15B). Consistently, transwell migration assays revealed a significantly higher number of migrating cells following TRMT112 OE compared with EV controls (Supplementary Fig. S15C), and Matrigel invasion assays confirmed that TRMT112 OE cells exhibited markedly elevated invasive capacity (Supplementary Fig. S15D). Moreover, in three-dimensional culture, OE cells formed aggressive, invasive structures with pronounced protrusions, highlighting their enhanced invasive potential (Supplementary Fig. S15E, F). Furthermore, PuMA demonstrated that TRMT112 OE significantly increased the metastatic seeding capability within lung tissues, marked by elevated metastatic lesions (Fig. 6I).

To evaluate the impact of TRMT112 on tumor progression, we orthotopically injected NSG mice with MDA-MB-231 EV CTRL or KD cells (Fig. 7A). Tumor growth was monitored using caliper measurements three times per week. TRMT112 KD tumors exhibited a significant reduction in both tumor diameter and volume compared to the control group throughout the study duration (Fig. 7B, Supplementary Fig. S16A, B). On day 25, survival surgery was performed, and primary tumors were resected. Tumors from the TRMT112 KD group were significantly smaller, with a marked reduction in weight compared to the EV CTRL group (Fig. 7C, Supplementary Fig. S16C).

**Fig. 7:**
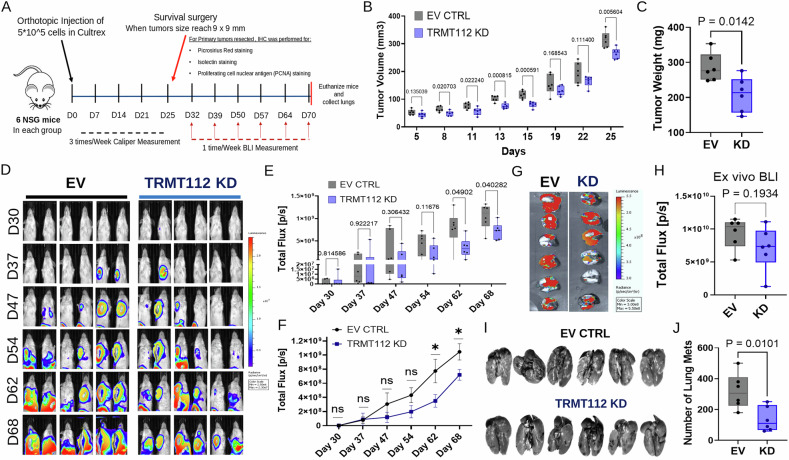
TRMT112 knockdown suppresses primary tumor growth and metastatic progression in an orthotopic breast cancer model. **A** Schematic overview of the experimental timeline. Orthotopic injections of breast cancer cells (MDA-MB-231 - 5 × 10⁵) in a Cultrex matrix were performed on D0. Tumor size was measured three times per week using calipers. Upon reaching 9 × 9 mm, survival surgery was conducted for excision of primary tumors, followed by bioluminescence imaging once per week to monitor metastatic progression. **B** Tumor volume measurements at the indicated time points in mice injected with EV or TRMT112 KD cells. Data represent mean ± SD of measurements from 6 mice per group. Statistical significance was determined using a two-tailed Student’s *t* test; *p*-values are shown for each time point. **C** Box plot representing the weight of primary tumors excised from EV and TRMT112 KD groups. Tumor weight was significantly reduced in the TRMT112 KD group compared to EV CTRL. Statistical analysis was performed using a two-tailed Student’s *t* test (*p* = 0.0142). **D** Bioluminescence imaging (BLI) showing metastatic progression at various time points (Day 30–Day 68). Representative images demonstrate reduced metastatic spread in TRMT112 KD mice compared to EV group. **E** Box plot representation of total flux at each time point. While no significant differences were observed at early stages (D30–D47), TRMT112 KD mice exhibited significantly lower metastatic burden from D54 onward. p-values for each comparison are indicated. **F** Longitudinal analysis of total bioluminescent flux (p/s) from D30–D68 reveals a significant reduction in metastatic progression in TRMT112 KD mice compared to EV group, particularly at later time points. Statistical significance was assessed using a two-tailed Student’s *t* test (*p < 0.05; ns not significant). **G** Representative ex vivo BLI images of lungs from EV and TRMT112 KD mice following a 10-s exposure illustrate metastatic burden. **H** Quantification of total ex vivo bioluminescent flux shows a trend toward reduced metastatic seeding in TRMT112 KD lungs. **I** Representative images of lung metastases harvested at endpoint from mice in the EV and TRMT112 KD groups. TRMT112 knockdown significantly reduces metastatic burden in the lungs. **J** Box plot showing the number of lung metastases in EV CTRL and TRMT112 KD groups at the endpoint (D70). TRMT112 knockdown significantly reduced the number of lung metastases. Statistical analysis was performed using a two-tailed Student’s *t* test (*p* = 0.0101).

To assess metastatic dissemination, bioluminescence imaging (BLI) was performed weekly following primary tumor excision. Longitudinal BLI analysis revealed a significant reduction in metastatic burden in TRMT112 KD mice, particularly at later time points (Days 54–68) (Fig. 7D–F). At the experimental endpoint, ex vivo BLI analysis of lung tissues showed a trend toward reduced metastatic seeding in TRMT112 KD mice (Fig. 7G, H). Representative images of excised lungs demonstrated a notable reduction in metastatic burden in TRMT112 KD mice compared to controls. Quantification of metastatic nodules confirmed a significant decrease in the number of lung metastases in the TRMT112 KD group (Fig. 7I, J). Collectively, these findings highlight the key role of TRMT112 in promoting tumor progression and metastatic dissemination in breast cancer.

## Discussion

Our findings assign a novel role for RRMPs beyond their traditionally understood functions in ribosomal biogenesis and define a key role for RRMPs in cancer development, progression, and potential therapeutic targets, particularly in breast cancer. The variability in RRMPs expression suggests that these proteins could serve as critical nodes in cancer-specific regulatory networks [5, 7, 8]. Our findings demonstrate that RRMPs are highly expressed in aggressive breast cancer subtypes, particularly TNBC, highlighting the pivotal role of rRNA modifications in supporting tumor growth and promoting metastatic processes [10, 11]. This is supported by our in vitro and ex vivo findings, where modulation of a specific RRMP, TRMT112, markedly influenced cell proliferation, migration, invasion, and metastatic potential.

These results corroborate with other studies suggesting that alterations in ribosomal machinery components can drive tumorigenesis through changes in protein synthesis and cellular stress responses [13, 16]. The significant association between elevated RRMPs expression and poor survival outcomes as revealed in our analyses aligns with emerging literature that links dysregulated protein synthesis machinery to cancer aggressiveness and resistance to therapy [28]. Furthermore, alterations in RRMPs correlate with genomic instability markers, suggesting their role in promoting tumor heterogeneity and aggressive cancer traits [9, 25, 29].

The TRMT112 protein, a highly conserved methyltransferase activator, plays a central role in ribosome biogenesis by stabilizing rRNA methyltransferases such as WBSCR22/BUD23 and METTL5, which mediate 18S rRNA modifications critical for ribosome assembly and translation fidelity. In addition, TRMT112 forms complexes with several tRNA methyltransferases, including TRMT11, ALKBH8, and THUMPD2/3, thereby extending its function beyond rRNA processing to the regulation of tRNA modification and translational control [13, 14, 19, 22]. Furthermore, its synergy with its partners, especially METTL5, drives tumorigenesis by enhancing ribosome assembly and the translation of mRNAs involved in fatty acid metabolism [15, 30].

Our RNA-seq analysis of polysome fractions revealed that TRMT112 reshapes the translational landscape, particularly affecting mRNAs encoding proteins involved in adhesion, cytoskeletal remodeling, and invasion. This is consistent with the emerging view that ribosome composition and rRNA modifications are not merely housekeeping processes but can actively reprogram translation to favor tumor-promoting pathways and dampen anti-tumor immunity [25, 31–33].

Our in vitro and in vivo findings underscore TRMT112 as a potential therapeutic vulnerability in TNBC. As TRMT112 is indispensable for the stability and activity of multiple methyltransferases [13, 16, 17, 19], its inhibition could disrupt mainly rRNA modification, modestly tRNA modification, and translational control simultaneously in TNBC, thereby exerting pleiotropic anti-tumor effects. Targeting TRMT112 or its critical interactions may represent a novel strategy to suppress ribosome-driven oncogenic programs, particularly in TNBC, where therapeutic options remain limited [34, 35].

In conclusion, our study demonstrates that RRMPs, and particularly TRMT112, are key regulators of ribosome biogenesis, RNA modification, and translational control in breast cancer. By linking rRNA modifications to protein synthesis, tumor cell invasion, and immune evasion, TRMT112 emerges as a multifunctional regulator of cancer progression. These findings highlight TRMT112 as both a prognostic biomarker and a promising therapeutic target, providing a mechanistic foundation for interventions aimed at disrupting TRMT112-driven translational programs in aggressive breast cancers, especially in TNBC.

## Material and methods

Detailed materials and methods are provided in Supplemental Materials and Methods and Key Resources Table.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 10 and R software. Data normalization and transformations were applied as needed, including log2 transformation for gene expression data and z-scores for enrichment analyses. For comparative gene expression across conditions and breast cancer subtypes, statistical tests such as Student’s *t* tests, Mann–Whitney U tests, and one-way ANOVA were utilized based on the data characteristics. Comparative analyses, including Kaplan–Meier survival curves, were used to assess RRMPs expression’s impact on patient outcomes, with hazard ratios calculated using the log-rank test. Multiple testing adjustments, such as the Bonferroni correction, were applied where needed to control for Type I errors. Additionally, differential expression of RRMPs in breast cancer was visualized using ggplot2 in R, with dot size representing statistical significance (-log10(*p*-value)) and color reflecting fold-change.

## Supplementary information

Supplemental materials and Methods

Supplemental Figures and Legends

Related Manuscript File

Related Manuscript File

Related Manuscript File

## Data Availability

Publicly available datasets analyzed in this study include The Cancer Genome Atlas (TCGA) breast cancer cohort and Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) data, both accessed through the cBioPortal for Cancer Genomics (https://www.cbioportal.org/). Additional datasets used for expression and survival analyses include GSE110590, GSE57968, and GSE209998 (AURORA US Metastasis Project), retrieved from the NCBI Gene Expression Omnibus (GEO). Single-cell RNA-sequencing data were obtained from GSE176078 and analyzed via the Broad Institute Single Cell Portal. Protein expression data from the TCGA-BRCA CPTAC cohort were downloaded from cBioPortal, and CRISPR Chronos dependency scores were obtained from the DepMap 22Q4 Public release (https://depmap.org/portal/). The raw and processed RNA-seq data generated from the polysome fractionation experiments have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE311075. All other data supporting the findings of this study are available within the article and its Supplementary Information files.

# Supplementary material for: TRMT112 drives a tumor growth and metastasis-promoting program in triple-negative breast cancer
**Source:** Cell Death Differ. 2026 Jan 8;33(6):1192–202. doi: 10.1038/s41418-025-01643-z
**Supplement:** Supplementary file 1 — Supplemental materials and Methods

## Supplemental Materials and Methods

### TRMT112 Drives A Tumor Growth and Metastasis-Promoting Program in Triple-Negative Breast Cancer

Amr R. Elhamamsy<sup>1</sup>, Brandon J. Metge<sup>1</sup>, Mohamed H. Elbahoty<sup>1</sup>, Bhavyasree Papineni<sup>1</sup>, Heba Allah M. Alsheikh<sup>1</sup>, Dongquan Chen<sup>2,3</sup>, Rajeev S. Samant<sup>1,3</sup>, and Lalita A. Shevde<sup>1,3†</sup>

## **Genomic Data Retrieval**

In selecting RRMPs for our analysis, we conducted an extensive review of the literature and database searches, selecting genes known or predicted to be involved in rRNA modification. Our selection included genes associated with various rRNA modification mechanisms, categorized broadly based on their functional involvement. These categories included H/ACA box snoRNPs (e.g., dyskerin, GAR1, NHP2, NOP10) involved in pseudouridylation, C/D box snoRNPs (e.g., fibrillarin, NOP56, NOP58, SNU13) responsible for 2'-O-methylation, and other essential methyltransferases and decay factors. This systematic classification of RRMPs based on their specific roles in rRNA processing enabled a more targeted investigation into how alterations in these proteins might impact ribosomal function and contribute to oncogenic processes in various cancers.

For our study on the role of RRMPs in cancer, we primarily utilized genomic and clinical data from The Cancer Genome Atlas (TCGA) and the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC). TCGA offered comprehensive whole-genome sequencing, RNA-Seq, and clinical outcome data across various cancer types, while METABRIC provided detailed genomic, transcriptomic, and clinical data specifically for breast cancer. These resources allowed for a broad analysis of RRMPs alterations and their implications across multiple cancer types and subtypes. Additional datasets such as GSE110590, GSE57968, and GSE209998 from the AURORA US Metastasis Project were also integrated to enrich our analyses, particularly focusing on metastatic breast cancer.

Genomic alteration data for RRMPs were retrieved from cBioPortal (<https://www.cbioportal.org/>) using TCGA datasets. Three alteration types—structural variants, mutations, and copy number alterations (CNAs)—were analyzed across multiple cancer types. Frequencies were calculated and visualized using GraphPad Prism, with color coding to represent each alteration type. Heatmaps of RRMPs alterations (amplifications, deletions, and mutations) across cancer types were generated using the Morpheus tool, based on TCGA data. Genes were categorized by their rRNA modification roles (H/ACA box, C/D box, and methyltransferases), and color intensity reflected alteration frequency.

To assess genomic instability in breast cancer, boxplots comparing Tumor Mutational Burden (TMB), Aneuploidy Score, and Fraction of Genome Altered between samples with and without RRMPs alterations were created using GraphPad Prism. Statistical significance was determined using the Wilcoxon test. RRMPs alteration frequencies in Ductal and Lobular Carcinomas were further stratified by mRNA expression levels, with bar graphs illustrating higher alteration rates in tumors with elevated RRMPs expression. These analyses provided insights into the potential role of RRMPs in cancer progression and genomic instability.

### **Bioinformatics Analyses**

In our study, the bioinformatics analyses utilized specific tools optimized for handling and visualizing complex genomic data sets. For Principal Component Analysis, we utilized GEPIA2 (Gene Expression Profiling Interactive Analysis), an enhanced web server that facilitates robust functional annotation of gene expression data. GEPIA2 was

particularly chosen for its user-friendly interface and its ability to integrate and analyze RNA sequencing expression data from the TCGA and GTEx projects simultaneously. This tool enabled us to perform PCA, providing a clear visual distinction of expression levels across various samples. This analysis was crucial for identifying patterns of RRMPs expression among different cancer types and normal tissues, helping to delineate the distinct genetic landscapes that characterize various forms of cancer. For the visualization of RRMPs expression across different cancer types and the construction of gene expression similarity matrices, we employed the Morpheus tool available from the Broad Institute. Morpheus is versatile for its matrix visualization and analysis capabilities, allowing for the generation of heatmaps and the computation of hierarchical clustering and similarity matrices. By inputting normalized expression data into Morpheus, we were able to create heatmaps that display the differential expression of RRMPs, and similarity matrices that reveal the correlation patterns among RRMPs across cancerous and normal samples. These visualizations provided a detailed portrayal of the expression dynamics and the potential cooperative functions or disruptions among RRMPs in various cancer contexts, enriching our understanding of their roles in oncogenesis and progression.

Single-cell RNA sequencing (scRNA-seq) data from GSE176078 was analyzed to assess the expression patterns of rRNA modification-associated genes across diverse cell populations in human breast cancer. Processed data were visualized using the Single Cell Portal (Broad Institute), where scaled mean expression and the percentage of expressing cells were quantified. Differential expression analysis was performed

across normal epithelial, tumor epithelial (HER2+ and TNBC), immune, and stromal cell compartments.

Protein expression data from the TCGA-BRCA CPTAC cohort (n = 104) were obtained through cBioPortal. Protein z-scores for TRMT112 and its known cofactors (BUD23, METTL5, THUMP2, THUMP3, TRMT11, and ALKBH8), key translation factors (eEF1A1, eIF4A1, eIF2A, 4E-BP1, and eIF4E), and selected TRMT112-dependent translational targets (ASNS, VRK1, ATP1B1, LMCD1, TPM1, and MDK) were extracted. Correlation analyses were performed in GraphPad Prism 10 using Pearson correlation coefficients, and statistical significance was determined by two-tailed p-values.

### **Single-Sample Gene Set Enrichment Analysis (ssGSEA)**

The ssGSEA was conducted using the GenePattern platform, a comprehensive suite for genomic analysis. This analysis involved mapping the expression data of our defined RRMPs gene set against reference gene sets to calculate enrichment scores for each sample. This process allowed us to quantify how closely the expression of RRMPs in individual cancer samples correlated with predefined reference sets, indicative of their biological activity. Normalization methods were applied to the gene expression data prior to analysis to minimize technical variability and ensure robust comparative insights across the study cohort.

### **Survival Analysis**

For survival analysis, we employed a combination of tools to generate and analyze Kaplan-Meier survival curves. The initial threshold for high and low RRMPs expression

was determined using the Xena Browser, which allowed us to set cutoff thresholds based on the distribution of RRMPs expression levels across the patient population. Groups were then stratified accordingly, and survival curves were generated using GraphPad Prism. Hazard ratios (HRs) were calculated within GraphPad, and the statistical significance of differences between groups was assessed using the log-rank test. Multiple testing corrections, such as the Bonferroni method, were applied where necessary to control for false discovery rates.

Additionally, we utilized KMplot (<https://kmplot.com/analysis/>) to further explore survival outcomes based on both gene and protein expression data. This tool allowed us to generate survival curves using publicly available datasets and provided an additional layer of validation for the prognostic significance of RRMPs. Kaplan-Meier plots from KMplot, based on either mRNA or protein expression levels, were incorporated into the analysis to corroborate findings from the publicly available datasets. Together, these analyses offered a robust framework for determining the prognostic impact of RRMPs in breast cancer and other cancer types.

### **Generation of CRISPR Chronos Scores Scatter Plot**

CRISPR Chronos scores were obtained from the Dependency Map (DepMap) Public 22Q4 release via the DepMap Portal (<https://depmap.org/portal/>). These scores indicate the essentiality of RRMPs in breast cancer cell lines, with more negative values suggesting higher cellular dependency. We selected the mean Chronos scores for each RRMPs across 49 breast cancer cell lines to assess their critical roles in cell survival. A scatter plot was created to visualize these dependencies, highlighting genes like

TRMT112 and SNU13 as vital for breast cancer cell viability. This analysis was performed using Python's Matplotlib library to ensure precise and clear graphical representation.

### **Targetgram Visualization Using TNMplot Tool**

Expression patterns of top RRMP genes identified from the CRISPR screen—SNU13, TRMT112, FBL, BUD23, and NOP56—were analyzed across normal, tumor, and metastatic breast tissues using the TNMplot tool. This web-based platform allows for comparative analysis of gene expression data from gene chip and RNA-Seq technologies. A Targetgram was generated to delineate the expression variations of these genes, particularly noting the pronounced expression of TRMT112 in tumor and metastatic contexts. The visualization aimed to underscore the gene's involvement in tumor progression and its potential as a therapeutic target. The TNMplot's graphical outputs provided a comprehensive overview, facilitating the identification of RRMPs with significant roles in the pathology of breast cancer at different stages.

### **Cell Culture**

Breast cancer cell lines used in this study were maintained under specific culture conditions to ensure optimal growth and experimental consistency. SUM159 cells were cultured in DMEM/F-12 medium (ThermoFisher Scientific, Cat# 11330032) supplemented with 5% heat-inactivated fetal bovine serum (FBS) (ThermoFisher Scientific, Cat# A5256701), 5 µg/mL insulin (Millipore Sigma, Cat# I5500-500MG), and 1 µg/mL hydrocortisone (Millipore Sigma, Cat# H0888-1G). BT-549 cells were

maintained in RPMI 1640 medium (ThermoFisher Scientific, Cat# 22400105) supplemented with 10% heat-inactivated FBS, while MDA-MB-231 cells were cultured in DMEM/F-12 medium supplemented with 5% heat-inactivated FBS. MCF10A and MCF10CA1a cl.1 cells were grown in DMEM/F-12 medium supplemented with 5% horse serum (ThermoFisher Scientific), 10 µg/mL insulin (Millipore Sigma), 25 ng/mL human epidermal growth factor (hEGF; Millipore Sigma), 250 ng/mL hydrocortisone (Millipore Sigma), and 100 ng/mL cholera toxin (Millipore Sigma). SKBr3 cells were cultured in McCoy's 5A medium (ThermoFisher Scientific) with 10% FBS. SUM149 cells were maintained in DMEM/F-12 medium containing 5% FBS, 5 µg/mL insulin (Millipore Sigma), and 1 µg/mL hydrocortisone (Millipore Sigma). HMEC and HMLE cells were cultured in DMEM/F-12 medium supplemented with 10 ng/mL EGF (Millipore Sigma), 500 ng/mL hydrocortisone (Millipore Sigma), and 10 µg/mL insulin (Millipore Sigma). BT-474 cells were maintained in RPMI-1640 medium with 10% FBS, 1% L-glutamine, and 10 µg/mL insulin (Millipore Sigma). SUM1315 cells were grown in DMEM/F-12 medium supplemented with 5% FBS, 500 µL insulin (from a 10 mg/mL stock solution), and 500 µL EGF (from a 25 µg/mL stock solution). ZR-7530 cells were cultured in RPMI-1640 medium with 10% FBS and 1% sodium pyruvate, whereas MCF-7 and MCF7-5624 cells were maintained in DMEM/F-12 medium supplemented with 10% FBS and 10 µg/mL insulin (Millipore Sigma). All culture media were devoid of antibiotics and antimycotics. Cells were maintained at 37°C in a humidified atmosphere containing 5% CO<sub>2</sub>. Routine passaging was performed using trypsinization, and cells were monitored regularly for mycoplasma contamination. These standardized conditions ensured optimal growth and minimized the risk of contamination.

For TRMT112 knockdown (KD), GIPZ TRMT112 Lentiviral shRNA (Horizon Discovery, Cat# RHS4531-EG51504) was transfected into cells using Lipofectamine 2000 (Thermo Fisher) according to the manufacturer's protocol. GIPZ Non-silencing Lentiviral shRNA (Cat# RHS4346) was used as a control under the same conditions. For TRMT112 overexpression (OE), we used the ORF expression clone for TRMT112 (GeneCopoeia, Cat# EX-J0039-M02-B), with the pReceiver-M02 empty vector as the control (Cat# EX-NEG-M02-B). Transfection was carried out using Lipofectamine 2000, and selection of transfected cells was performed using G418 Sulfate (500 µg/mL, Thermo Fisher, Cat# 10131027) for overexpression and Puromycin (0.5 µg/mL, Thermo Fisher, Cat# 227420100) for knockdown constructs.

All culture media were devoid of antibiotics and antimycotics. Cells were maintained at 37°C in a humidified atmosphere containing 5% CO<sub>2</sub>. Routine passaging was performed using trypsinization, and cells were monitored regularly for mycoplasma contamination. These standardized conditions ensured optimal growth and minimized the risk of contamination.

### **Cell Proliferation Assays**

To evaluate the effect of TRMT112 modulation on breast cancer cell proliferation, MDA-MB-231, SUM159, and BT549 cell lines were cultured under two different media conditions: complete media and 1% FBS. Cells were plated in twelve-well plates at a density of 25,000 cells per well. MDA-MB-231 and SUM159 cells were cultured in DMEM/F-12 media supplemented with 5% FBS, while BT549 cells were grown in RPMI-1640 media with 10% FBS. For nutrient limiting conditions, the media was

supplemented with only 1% FBS. Cell counts were recorded over a 5-day period. Growth rates were compared between EV CTRL, TRMT112 KD for MDA-MB-231 and SUM159, and TRMT112 OE for BT549 cells.

### **Puromycin Incorporation and Ribosome Profiling**

Puromycin incorporation assays were conducted in MDA-MB-231, SUM159, and BT549 cell lines. After reaching 60-70% confluence, puromycin was added to the media at a final concentration of 10  $\mu\text{g/mL}$  for 30 minutes at 37°C. Cells were then lysed, and whole-cell lysates were subjected to western blot analysis to detect puromycin-labeled nascent proteins using anti-puromycin antibody, clone 12D10 (Sigma-Aldrich # MABE343), and using  $\alpha$ -tubulin as a loading control. Densitometric analysis was performed to quantify the levels of puromycin incorporation, which was normalized to the control.

For ribosome profiling, cells were grown to 60-70% confluence in 10 cm dishes and treated with cycloheximide (100  $\mu\text{g/mL}$ ) for 5 minutes at 37°C to arrest ribosomes on mRNA. Cells were washed twice with ice-cold PBS containing cycloheximide and lysed in polysome lysis buffer (20 mM Tris-HCl, 10 mM  $\text{MgCl}_2$ , 300 mM NaCl, 1% Triton X-100, 100  $\mu\text{g/mL}$  cycloheximide, 0.1 U/ $\mu\text{L}$  RNase inhibitor, 0.5 mg/mL heparin, and 1x Halt protease inhibitors). Lysates were clarified by centrifugation at 13,000 rpm for 10 minutes at 4°C. The protein concentration was measured, and 2.5 mg of total protein was loaded onto pre-prepared 10-50% sucrose gradients. Gradients were ultracentrifuged at 35,000 rpm for 3 hours 20 minutes at 4°C using a Beckman SW41Ti rotor. Following ultracentrifugation, gradients were fractionated using the Brandel SYN-

202 Density Gradient Fractionation System. This system facilitates the precise collection of fractions by displacing the gradient from the bottom up with a dense chase solution, while simultaneously providing a continuous absorbance profile using a UA-6 detector with 254 and 280 nm filters, and a R1 fraction collector.

## **Western Blotting**

Cell lysates were prepared by lysing cells directly in 2X Laemmli buffer containing  $\beta$ -mercaptoethanol, followed by heating at 95°C for five minutes. Proteins were separated via SDS-PAGE and transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked in 5% non-fat dry milk in TBST (Tris-buffered saline with 0.1% Tween-20) for one hour at room temperature and then incubated overnight at 4°C with primary antibodies.

The following primary antibodies were used: anti-TRMT112 (1:1000, Sigma-Aldrich, Cat# HPA040006), anti-Puromycin (1:5000, Sigma-Aldrich, Cat# MABE343), and anti-eIF4A1 (1:1000, Cell Signaling Technologies, Cat# 2490), anti-phospho-eIF2 $\alpha$  (1:1000, Cell Signaling Technologies, Cat# 3398), anti-eIF2 $\alpha$  (1:1000, Cell Signaling Technologies, Cat#2103 ), anti-4EBP-1 (1:1000, Cell Signaling Technologies, Cat# 9644), and anti-phospho-4EBP-1 (1:1000, Cell Signaling Technologies, Cat# 9451). Anti- $\alpha$ -tubulin (1:1000, Cell Signaling Technologies, Cat# 3873S) or anti- $\beta$ -actin (1:50,000, Sigma-Aldrich, Cat# A3854) were used as loading controls.

After washing with TBST, membranes were incubated with HRP-conjugated secondary antibodies (anti-rabbit, GE Healthcare, Cat# NA934; anti-mouse, GE Healthcare, Cat# NA931) for one hour at room temperature. Blots were developed using Pierce™ ECL

Western Blotting Substrate (Thermo Scientific, Cat# 32209) or ECL™ Prime Western Blotting System (Cytiva, Cat # RPN2232). Blots were then imaged with an Amersham Imager 600. Densitometric analysis was performed using Image Studio Lite (LI-COR Biosciences) software, with relative protein expression normalized to  $\alpha$ -tubulin or  $\beta$ -actin, as indicated.

### **Analysis of RNA Polymerase I transcriptional activity**

RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. To assess RNA Polymerase I (Pol I) activity, the abundance of transient 5' external transcribed spacer (5'ETS) rRNA was quantified by real-time PCR. One microgram of total RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR was carried out with 1:100 diluted cDNA using Maxima SYBR Green Master Mix (Thermo Fisher Scientific) on an Applied Biosystems Step One Plus Real-Time PCR system. Two primer sets were used to amplify the 5'ETS region as reported previously [1]: forward 5'-GAACGGTGGTGTGTCGTT-3' and reverse 5'-GCGTCTCGTCTCGTCTCACT-3' (851–961), and forward 5'-CAGGTGTTTCCTCGTACCG-3' and reverse 5'-GCTACCATAACGGAGGCAGA-3' (1297–1483).  $\beta$ -actin served as the internal reference control, using forward 5'-CATGTACGTTGCTATCCAGGC-3' and reverse 5'-CTCCTTAATGTCACGCACGAT-3' primers.

Relative changes in 5'ETS transcript abundance were calculated using the  $\Delta\Delta CT$  method. Fold-change values were normalized to  $\beta$ -actin and expressed relative to

empty vector (EV) controls, thereby enabling quantitative evaluation of Pol I transcriptional activity under TRMT112 modulation.

### **Analysis of ribosomal RNA processing**

Total RNA was extracted from TRMT112 knockdown (KD) and overexpression (OE) cell lines using the RNeasy Mini Kit (Qiagen), following the manufacturer's protocol. One microgram of RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR was performed with 1:100 diluted cDNA using Maxima SYBR Green Master Mix (Thermo Fisher Scientific), with  $\beta$ -actin mRNA serving as the internal control for normalization.

Precursor rRNA transcripts were analyzed using primer sets described previously [2].

These included primers targeting the 45S (forward: 5'-GAACGGTGGTGTGTCGTT-3'; reverse: 5'-GCGTCTCGTCTCGTCTCACT-3'), the 18S 5' junction (forward: 5'-GCCGCGCTCTACCTTACCTACCT-3'; reverse: 5'-

CAGACATGCATGGCTTAATCTTTG-3'), the 18S 3' junction (forward: 5'-

AGTCGTAACAAGGTTTCCGTAGGT-3'; reverse: 5'-CCTCCGGGCTCCGTTAAT-3'),

the 5.8S 5' junction (forward: 5'-TACGACTCTTAGCGGTGGATCA-3'; reverse: 5'-

TCACATTAATTCTCGCAGCTAGCT-3'), the 5.8S 3' junction (forward: 5'-

GAATTGCAGGACACATTGATCATC-3'; reverse: 5'-GGCAAGCGACGCTCAGA-3'), and

the 28S 5' junction (forward: 5'-CCGAGACGCGACCTCAGAT-3'; reverse: 5'-

TCCGCTGACTAATATGCTTAAATTCA-3').

To quantify mature rRNAs, primers were designed against the 18S (forward: 5'-

GATGGTAGTCGCCGTGCC-3'; reverse: 5'-GCCTGCTGCCTTCCTTGG-3'), the 5.8S

(forward: 5'-ACTCGGCTCGTGCGTC-3'; reverse: 5'-GCGACGCTCAGACAGG-3'), and the 28S (forward: 5'-GTGACGCGCATGAATGGA-3'; reverse: 5'-TGTGGTTTCGCTGGATAGTAGGT-3') transcripts. For internal normalization,  $\beta$ -actin primers were used (forward: 5'-CATGTACGTTGCTATCCAGGC-3'; reverse: 5'-CTCCTTAATGTCACGCACGAT-3').

Relative transcript abundance was calculated as fold change normalized to  $\beta$ -actin, and values were expressed relative to empty vector (EV) controls. This analysis enabled us to assess the impact of TRMT112 modulation on rRNA transcription and processing.

### **Quantitative real-time PCR analysis of TRMT112 interactors**

Total RNA was extracted from TRMT112 knockdown (KD) and overexpression (OE) cell lines using the RNeasy Mini Kit (Qiagen), according to the manufacturer's instructions. One microgram of RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR was then performed using 1:10 diluted cDNA and Maxima SYBR Green Master Mix (Thermo Fisher Scientific) on an Applied Biosystems Step One Plus Real-Time PCR system.  $\beta$ -actin was used as the internal reference for normalization.

Primer sequences were obtained from the PrimerBank database [3]. For  $\beta$ -actin, the primers were forward 5'-CATGTACGTTGCTATCCAGGC-3' and reverse 5'-CTCCTTAATGTCACGCACGAT-3' (ID: 4501885a1). For TRMT112, the primers were forward 5'-GGTCCGTATCTGCCCTGTG-3' and reverse 5'-GGATCAGACGCAAGTTATCGG-3' (ID: 7705476c1). For BUD23, the primers were forward 5'-CCCTGTTACCTGCTGGATATTG-3' and reverse 5'-

ATGCAACCATCAAATGTGCCT-3' (ID: 356874773c2). METTL5 was amplified using forward 5'-AAGGAACTAGAGAGTCGCCTG-3' and reverse 5'-GCGGCCTGGTAGGATACTG-3' (ID: 92859574c1). For THUMPD3, the primers were forward 5'-CCAACTCCTAGATGTGAACCTTC-3' and reverse 5'-AGTGGCTCCAATAGTGACTAGAA-3' (ID: 166197707c1). For THUMPD2, the primers were forward 5'-CAGCAGAGCTTACATCAAGACA-3' and reverse 5'-GTAAGTGTGAGTCGCTGACATC-3' (ID: 254553430c1). For ALKBH8, the primers were forward 5'-ATGGACAGCAACCATCAAAGTAA-3' and reverse 5'-GGCTCTGAGTGGCATAGGATAC-3' (ID: 195927055c1). For TRMT11, the primers were forward 5'-TCCGCCTGCCGGAATAAAG-3' and reverse 5'-ACACACTGTCCGTTTCATCAAAT-3' (ID: 94420682c1).

Relative transcript abundance was determined using the  $\Delta\Delta CT$  method. Fold-change values were normalized to  $\beta$ -actin, and data were expressed relative to empty vector (EV) controls. This experimental design enabled quantitative evaluation of how TRMT112 modulation affects the expression of its key cofactors and interacting partners.

### **Low-dNTP/Mn<sup>2+</sup> RT-stop qPCR and relative read-through**

Total RNA was extracted in TRIzol (Thermo Fisher; Cat # 15596018), and the <200-nt fraction was purified using the Zymo Research RNA Clean & Concentrator kit (Zymo research; Cat # R1017) with the small-RNA workflow, following the manufacturer's instructions. Purified small RNAs were quantified with the Qubit RNA HS assay (Thermo Fisher). Reverse-transcriptase pausing at modified sites was assayed by paired RT

reactions per sample: a control RT containing 0.5 mM total dNTP and no  $Mn^{2+}$ , and a low-stringency RT containing 2  $\mu$ M total dNTP plus 0.5 mM  $MnCl_2$  (Sigma Aldrich; Cat # 221279). Induro Reverse Transcriptase (NEB; Cat # M0681) was used with the supplied 5 $\times$  buffer and 0.1 M DTT; RNase inhibitor (Thermo Fisher; Cat # AM2696) was present in all reactions. Typical 20  $\mu$ L RTs contained RNA ( $\leq$ 250 ng), 1  $\mu$ L gene-specific primer (5  $\mu$ M; the same reverse primer used for qPCR), 4  $\mu$ L buffer, 2  $\mu$ L DTT, 1  $\mu$ L inhibitor, 0.5  $\mu$ L Induro RT, and water to volume. Reactions were denatured at 65 °C for 5 min, chilled on ice for 2 min, incubated at 25 °C for 2 min and 42 °C overnight (~14 h), and heat-inactivated at 95 °C for 1 min. cDNA was diluted 1:30 and quantified by SYBR Green qPCR (Applied Biosystems; Cat # A25742) (20  $\mu$ L: 10  $\mu$ L 2 $\times$  mix, 200 nM each primer, 4  $\mu$ L cDNA; 95 °C 2 min; 40 cycles of 95 °C 15 s, 60 °C 30 s), followed by melt-curve analysis. No-RT and no-template controls were included. All primers sequences are provided in the Key Resources Table.

Within a sample, RT-stall was summarized as  $\Delta Ct_{\text{stall}} = Ct_{\text{low-dNTP}} - Ct_{\text{control}}$ , where larger positive values indicate stronger pausing (higher modification occupancy). For the relative read-through metric shown in the figure and table, Cq values from the low-dNTP RT only were first normalized to the housekeeping transcript measured in the same RNA ( $\beta$ -actin for rRNA assays or U6 for tRNA assays) to obtain  $dCt_{\text{low}} = Ct_{\text{low}} - Ct_{\text{housekeeping}}$ . Condition effects were then referenced to the appropriate control sample (e.g., EV):  $\Delta\Delta Ct = dCt_{\text{low}}(\text{KD/OE}) - dCt_{\text{low}}(\text{CTRL})$ , and relative read-through =  $2^{(-\Delta\Delta Ct)}$ . Thus, values >1 denote more read-through (weaker pausing/hypomodification) compared with the reference, whereas values <1 denote less read-through (stronger pausing/higher modification).

## **RNA-seq Analysis of Actively Translated Transcripts**

Fractions corresponding to actively translating polysomes were pooled, and total RNA was extracted using the RNeasy Mini Kit (Qiagen) following the manufacturer's protocol. RNA integrity was assessed using an Agilent Bioanalyzer 2100. RNA-seq libraries were generated from purified polysomal RNA using the TruSeq Stranded Total RNA Library Prep Kit (Illumina) after rRNA depletion. Libraries were sequenced on the Illumina NovaSeq 6000 platform, generating paired-end 150-bp reads. Raw sequencing data in FASTQ format underwent quality control and adapter trimming using Trimmomatic. High-quality reads were aligned to the human genome (GRCh38) using HISAT2, and PCR duplicates were removed with SAMtools. Read counts were normalized as Reads Per Kilobase per Million mapped reads (RPKM), and differential translation analysis was performed using DESeq2 in the Partek Genomics Suite. To identify biological pathways enriched among differentially translated transcripts, gene ontology (GO) and pathway enrichment analyses were conducted using STRING-db (<https://string-db.org/>).

## **Colony Formation Assay**

Cells were plated at low density, with 100–300 cells per well, depending on the cell line, in six-well plates containing complete growth medium. Plates were incubated under standard culture conditions (37°C, 5% CO<sub>2</sub>) for 7–10 days, allowing colonies to form. Culture medium was replaced every three days to maintain optimal growth conditions. At the experimental endpoint, media was removed, and wells were gently washed with phosphate-buffered saline (PBS) to remove residual debris. Cells were then fixed with

3.7% formaldehyde (equivalent to 10% formalin) for 15 minutes at room temperature. Following fixation, formaldehyde was aspirated, and cells were stained with 0.1% crystal violet for 15 minutes to visualize colonies. Excess stain was carefully removed by rinsing wells with water for 15–30 minutes. Plates were air-dried at room temperature before imaging and quantification.

### **3D Culture Protocol**

Cells were cultured using Cultrex 3D Culture Matrix Reduced Growth Factor Basement Membrane (Fisher, Cat# 3445-010-01). Cultrex was thawed overnight at 4°C and handled on ice to prevent solidification. Pre-chilled pipet tips were used for Cultrex manipulation. A total of 150 µl of Cultrex was added to each well of an eight-well glass chamber slide (Millipore, Cat# PEZGS0816), spread evenly, and incubated at 37°C for at least 30 minutes to allow solidification. Cells were detached, counted, and resuspended in complete growth media at 10,000 cells/ml, then mixed 1:1 with 2X Assay media (4% Cultrex). A total of 500 µl of this mixture (5,000 cells per well) was added to each well, and the chamber slides were immediately incubated at 37°C. 3D cultures were maintained until structures formed (5-21 days), with media changes every other day using fresh media containing 2% Cultrex. Once the 3D structures were fully formed, cells were stained using NucBlue Live Cell Stain ReadyProbes and incubated for 20-25 minutes. Imaging was performed using a Nikon microscope at 10X magnification, capturing DAPI and bright-field images.

### **Wound Healing Assay**

Cells were seeded at a density of 250,000 cells per well in a 6-well plate and incubated overnight to allow for confluence. The following day, the medium was replaced with fresh media containing 1% FBS to limit cell proliferation and emphasize migration. A scratch was made in the cell monolayer using a 20  $\mu$ L pipette tip to generate a uniform wound. Imaging of the wound was performed immediately after the scratch (0 hours), and at 24- and 48-hours post-scratch using a Nikon Eclipse Ti-U microscope at 10X and 20X magnification. The Nikon NIS-Elements AR software was used to capture images and quantify the wound area and distance traveled by the cells.

### **Invasion assay**

The invasive capacity of TRMT112 knockdown (KD) and overexpression (OE) cells was evaluated using BD BioCoat Matrigel invasion chambers (Corning, 8.0  $\mu$ m pore size, Cat. No. 354480). Inserts were equilibrated at room temperature, rehydrated for 2 hours with 500  $\mu$ L of serum-free medium at 37 °C, and the medium was then carefully removed. A total of 20,000 cells, suspended in 500  $\mu$ L of serum-free medium, were seeded into each insert. The lower wells were filled with 750  $\mu$ L of serum-free medium supplemented with 10  $\mu$ g/ml fibronectin as the chemoattractant. Cells were incubated at 37 °C for 12 hours, after which the inserts were washed and fixed in 4% paraformaldehyde for 10 minutes, followed by staining with 0.5% crystal violet (Difco Laboratories) for 15 minutes. Filters were rinsed with water and air-dried. For each condition, experiments were performed in triplicate, and four representative fields per insert were imaged using a Nikon Eclipse E200LED microscope at 10 $\times$  magnification. The number of invaded cells per field was quantified using ImageJ software [4].

### **Migration assay**

Cell migration was assessed using BD Falcon cell culture inserts (8.0  $\mu$ m pore size, Cat. No. 353097). Inserts were pre-coated overnight at 4 °C with 600  $\mu$ l of serum-free medium containing 6 ng/ml gelatin, followed by rehydration with 150  $\mu$ l of serum-free medium at room temperature for 90 minutes. After removal of the medium, inserts were transferred to wells containing 750  $\mu$ l of serum-supplemented growth medium. TRMT112 KD and OE cells (50,000 per insert) were suspended in 500  $\mu$ l of serum-free medium and seeded into the upper chambers. Cells were incubated at 37 °C for 4 hours, after which non-migrated cells were removed, and migrated cells were fixed in 4% paraformaldehyde for 10 minutes and stained with 0.5% crystal violet for 15 minutes. Filters were rinsed in water and air-dried. Experiments were performed in triplicate, and four images per insert were captured using a Nikon Eclipse E200LED microscope at 10 $\times$  magnification. Migrated cells were quantified using ImageJ software.

### **Immunohistochemical Analysis**

Tissue microarrays (TMAs) were used to assess TRMT112 expression across breast cancer subtypes, including matched metastatic and normal breast tissues. The BRM961a microarray panel (TissueArray.com) consisted of 96 formalin-fixed, paraffin-embedded (FFPE) tissue cores (1.5 mm diameter, 5  $\mu$ m thick) from 48 cases, encompassing 48 breast carcinomas, 35 matched metastatic tissues, and 12 adjacent normal tissues. Slides were stored at 4°C and baked for 2 hours at 60°C prior to staining to maintain antigen integrity and prevent tissue detachment during processing.

Deparaffinization was carried out by immersing slides sequentially in xylene and graded ethanol (100%, 95%, and 70%). Antigen retrieval was performed in sodium citrate buffer (10 mM, pH 6.0) by heating in a microwave for 5 minutes. After cooling, the slides were rinsed in distilled water and outlined with a hydrophobic PapPen to confine staining to the tissue sections. Blocking was performed with Dual Endogenous Enzyme Block (Dako EnVision+ Dual Link System-HRP) for 15 minutes at room temperature. Slides were incubated overnight at 4°C with a primary anti-TRMT112 antibody (1:500 dilution, HPA040006, Sigma-Aldrich). After washing, sections were incubated with anti-rabbit HRP-labeled polymer for 40 minutes, and staining was visualized with DAB+ substrate for 7 minutes. Slides were counterstained with Harris Hematoxylin, dehydrated in graded ethanol, and cleared in xylene. Stained sections were scanned using a Leica Aperio ScanScope CS at 40X magnification. Image analysis was performed using Aperio ImageScope software (version 12.3.3), assessing staining intensity and the percentage of positive cells to calculate immunoreactive scores (IRS). Subcellular localization of TRMT112 was categorized as cytoplasmic, nuclear, or mixed across breast cancer subtypes, including Luminal A, Luminal B, HER2-enriched, and TNBC.

### **Ex Vivo Pulmonary Metastasis Assay (PuMA)**

A total of  $2 \times 10^5$  cells were injected intravenously into female mice. Fifteen minutes post-injection, the mice were euthanized, and the trachea was cannulated and perfused with a 1:1 mixture of 1.2% low-melting agarose and Culture Medium 1. Lungs were excised, cooled in PBS at 4°C for 20 minutes, and sectioned into 1–2 mm thick slices.

Lung sections were cultured on Gelfoam sponges pre-soaked in Culture Medium 2 at 37°C in 5% CO<sub>2</sub>, with media changes every other day and regular flipping of lung sections. Culture Medium 1 consisted of M-199 medium supplemented with 2.0 µg/mL insulin, 0.2 µg/mL hydrocortisone, 0.2 µg/mL retinyl acetate, 200 U/mL penicillin, 200 µg/mL streptomycin, and 7.5% sodium bicarbonate. Culture Medium 2 contained M-199 medium with 1.0 µg/mL insulin, 0.1 µg/mL hydrocortisone, 0.1 µg/mL retinyl acetate, 100 U/mL penicillin, 100 µg/mL streptomycin, and 7.5% sodium bicarbonate. Fluorescent imaging was conducted every two to three days using a utilizing a Nikon SMZ800 stereo zoom microscope, and subsequent image analysis was performed using ImageJ software. Metastatic burden was quantified using the corrected total cell fluorescence (CTCF) of areas of tumor cells across lung sections. All procedures were approved by the Institutional Animal Care and Use Committee (IACUC) and adhered to NIH guidelines.

### **Orthotopic Breast Cancer Model and Tumor Growth Monitoring**

To assess the impact of TRMT112 KD on tumor growth and metastasis, an orthotopic breast cancer model was employed using NOD/SCID gamma (NSG) mice. A total of  $5 \times 10^5$  MDA-MB-231 cells expressing either an empty vector (EV CTRL) or TRMT112 KD were suspended in Cultrex (Basement Membrane Extract, Type 3, Bio-Techne, cat # 3632-010-02) and orthotopically injected into the mammary fat pad of 6-week-old female NSG mice (n = 6 per group). Tumor growth was monitored three times per week using digital caliper measurements, and tumor volume was calculated using the formula:  $V = (\text{length} \times \text{width}^2)/2$ . Maximal tumor diameter permitted by UAB ethics

committee and our [IACUC protocol](#) is 10 mm. Upon reaching a tumor size of 9 × 9 mm, mice underwent survival surgery for tumor excision, and primary tumors were processed for histological and immunohistochemical analyses.

To evaluate metastatic dissemination, longitudinal bioluminescence imaging (BLI) was performed on days 30, 37, 47, 54, 62, and 68 post-injection using the IVIS Lumina III (PerkinElmer). Imaging, data acquisition and analysis were performed using Living Image software (PerkinElmer). Bioluminescent signals, quantified as total photon flux (p/s), were acquired for each mouse, with comparisons made between EV CTRL and TRMT112 KD groups. Statistical significance at each time point was assessed using a two-tailed Student's t-test. At the experimental endpoint (D70), mice were euthanized, and lungs were harvested to evaluate metastatic burden. Ex vivo BLI was performed on lung tissues using the IVIS Lumina III, with a 10-second exposure to capture luciferase-expressing metastatic lesions. Quantification of total flux (p/s) was conducted using Living Image software, and statistical differences between groups were determined using a two-tailed Student's t-test. Primary tumors were excised, weighed, and processed for histological and immunohistochemical staining. Lung metastases were also quantified macroscopically.

### **Use of Large Language Model**

During the preparation of this work the authors used GPT-4 to improve the readability of the manuscript. After using this tool/service, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## References

1. Peltonen K, Colis L, Liu H, Trivedi R, Moubarek MS, Moore HM, et al. A targeting modality for destruction of RNA polymerase I that possesses anticancer activity. *Cancer Cell*. 2014;25(1):77-90.
2. Kwon I, Xiang S, Kato M, Wu L, Theodoropoulos P, Wang T, et al. Poly-dipeptides encoded by the C9orf72 repeats bind nucleoli, impede RNA biogenesis, and kill cells. *Science*. 2014;345(6201):1139-45.
3. Spandidos A, Wang X, Wang H, Seed B. PrimerBank: a resource of human and mouse PCR primer pairs for gene expression detection and quantification. *Nucleic Acids Res*. 2010;38(Database issue):D792-9.
4. Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods*. 2012;9(7):671-5.

# Supplementary material for: TRMT112 drives a tumor growth and metastasis-promoting program in triple-negative breast cancer
**Source:** Cell Death Differ. 2026 Jan 8;33(6):1192–202. doi: 10.1038/s41418-025-01643-z
**Supplement:** Supplementary file 2 — Supplemental Figures and Legends

# Supplementary Data

## **TRMT112 Drives A Tumor Growth and Metastasis-Promoting Program in Triple-Negative Breast Cancer**

Running title: *TRMT112 and Cancer Progression*

Amr R. Elhamamsy<sup>1</sup>, Brandon J. Metge<sup>1</sup>, Mohamed H. Elbahoty<sup>1</sup>, Bhavyasree Papineni<sup>1</sup>, Heba Allah M. Alsheikh<sup>1</sup>, Dongquan Chen<sup>2,3</sup>, Rajeev S. Samant<sup>1,3</sup>, and Lalita A. Shevde<sup>1,3†</sup>

<sup>†</sup>Corresponding author

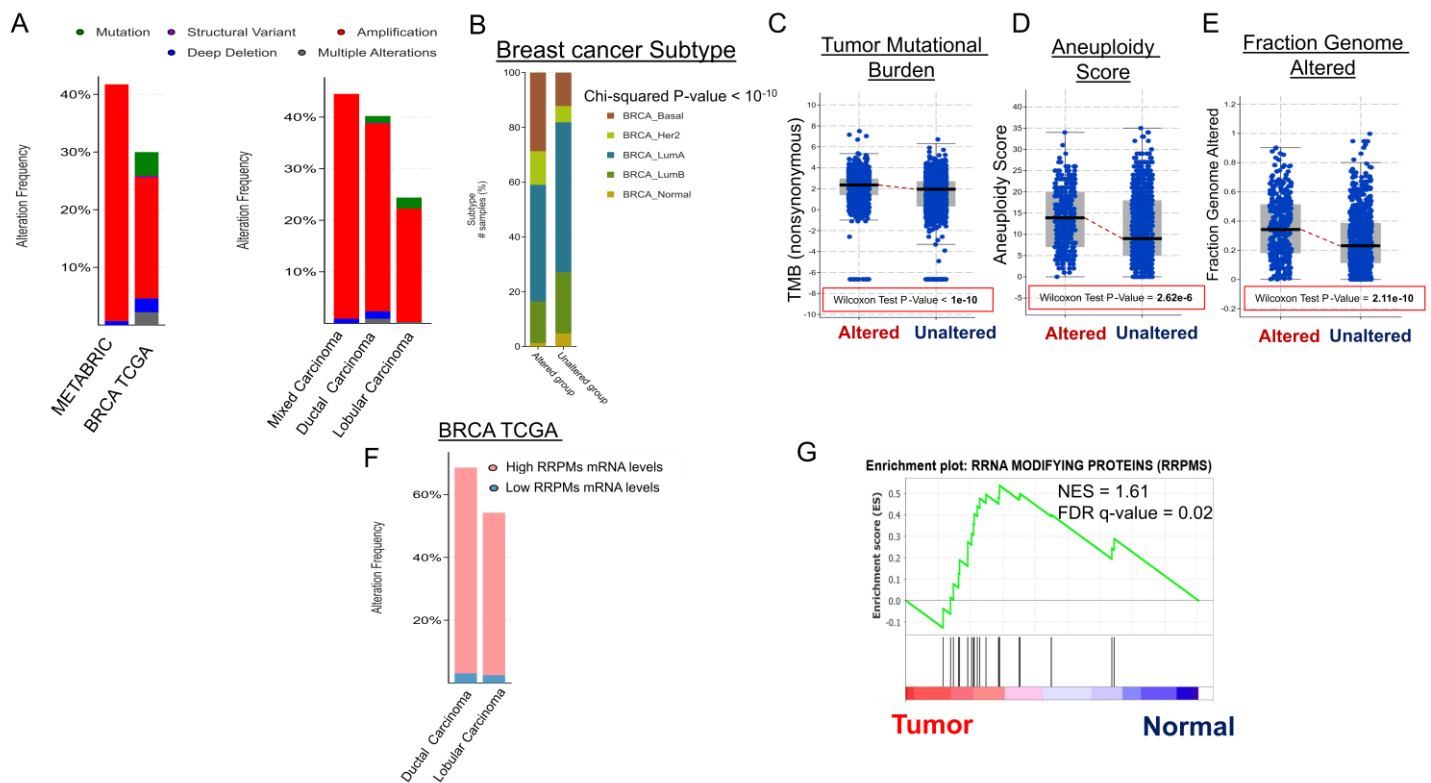

## Supp Figure 1. RRP Alterations Are Strongly Associated with Genomic Instability and Specific Breast Cancer Subtypes

(A) Bar graph showing the frequencies of genetic alterations in Ribosomal RNA Modifying Proteins (RRMPs) across breast cancer subtypes using METABRIC and TCGA BRCA data. Five alteration types are displayed: Mutations (green), Structural Variants (purple), Amplifications (red), Deep Deletions (blue), and Multiple Alterations (gray). The left panel compares datasets, while the right shows alterations by subtype (Mixed, Ductal, Lobular). Notably, RRPMS gene amplifications are prevalent, underscoring their oncogenic potential and therapeutic relevance.

(B) Bar graph illustrating the distribution of breast cancer subtypes by RRPMS alteration status. Basal subtype shows a significantly higher prevalence of RRPMS alterations

(chi-squared  $p < 10^{-10}$ ), highlighting a strong association between these alterations and aggressive subtypes.

(C-E) Boxplots from TCGA BRCA data reveal genomic instability metrics. (C) Tumor Mutational Burden (TMB) is significantly higher in RRMPs-altered (structurally mutated) tumors (Wilcoxon  $p < 1e-10$ ). (D) Aneuploidy Scores are elevated in altered cases (Wilcoxon  $p = 2.62e-6$ ), and (E) Fraction of Genome Altered is greater in the same group (Wilcoxon  $p = 2.11e-10$ ), linking RRMPs alterations to increased genomic instability.

(F) Bar graph comparing RRMPs alteration frequency in Ductal and Lobular Carcinomas stratified by RRMPs mRNA expression. Tumors with high RRMPs expression, particularly Ductal Carcinomas, show increased alteration frequencies, suggesting a connection between elevated expression and genomic changes.

(G) Gene Set Enrichment Analysis (GSEA) enrichment plot demonstrates significant RRMPs signature enrichment in tumor versus normal tissues (NES = 1.61, FDR  $q = 0.02$ ), supporting the role of RRMPs in tumorigenesis.

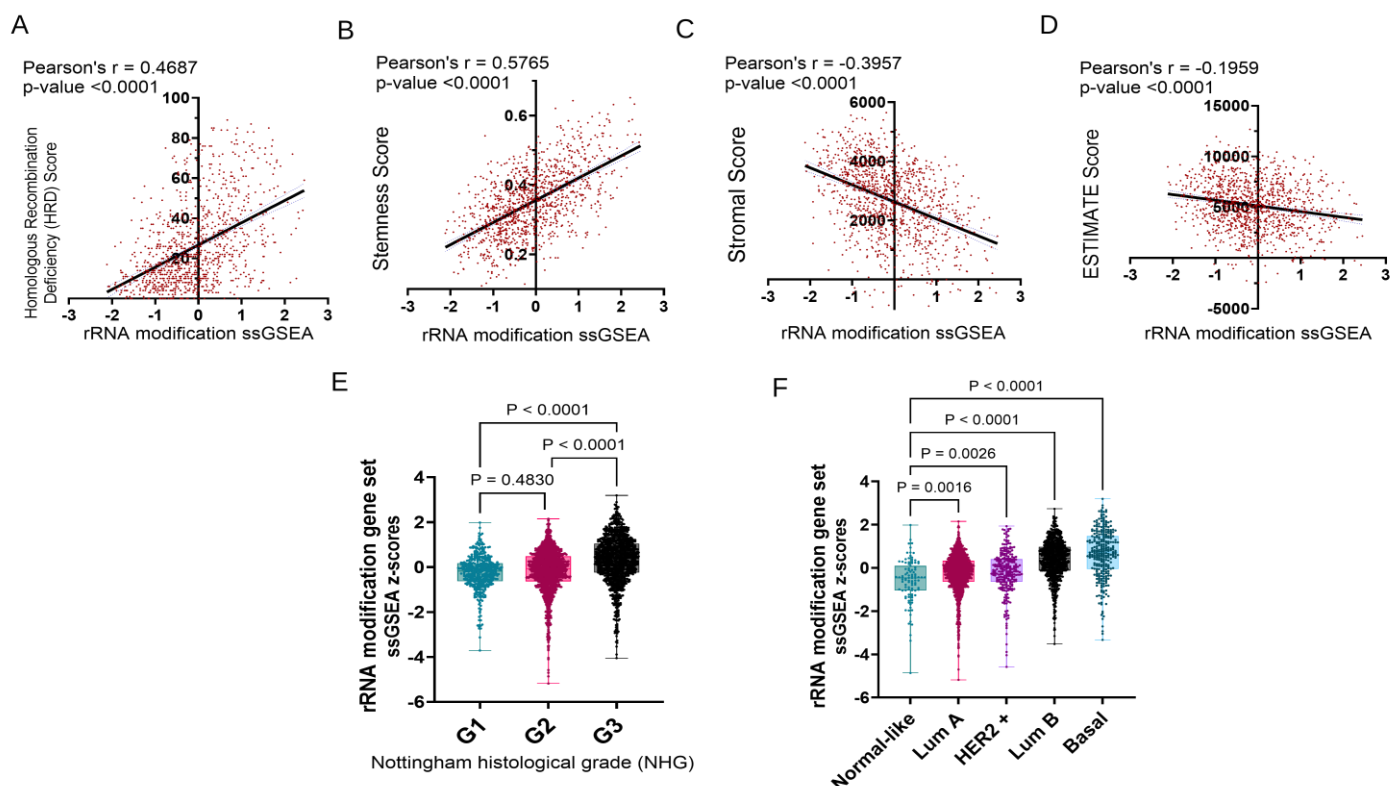

## Supp Figure 2. Elevated RRMPs Signature is Linked to Genomic Instability and Tumor Aggressiveness in Breast Cancer

(A) Scatter plot showing a positive correlation between RRMPs signature enrichment (ssGSEA scores) and Homologous Recombination Deficiency (HRD) scores in TCGA breast cancer samples (Pearson's  $r = 0.4687$ ,  $p < 0.0001$ ), indicating a link between elevated RRMPs activity and genomic instability.

(B) Scatter plot demonstrating a positive correlation between RRMPs signature enrichment and tumor Stemness Scores (Pearson's  $r = 0.5765$ ,  $p < 0.0001$ ), suggesting higher RRMPs activity is associated with increased tumor stemness.

(C) Scatter plot revealing a negative correlation between RRMPs signature enrichment and Stromal Scores (Pearson's  $r = -0.3957$ ,  $p < 0.0001$ ), indicating that tumors with elevated RRMPs activity have reduced stromal content.

(D) Scatter plot showing a weak negative correlation between RRMPs signature enrichment and ESTIMATE Scores (Pearson's  $r = -0.1959$ ,  $p < 0.0001$ ), suggesting that higher RRMPs activity is modestly associated with decreased immune and stromal components in the tumor microenvironment.

(E) Boxplot comparing RRMPs signature enrichment across Nottingham Histological Grades (NHG) using GSE202203 data. RRMPs enrichment significantly increases from G1 to G3, with G3 tumors showing the highest levels, indicating an association between elevated RRMPs activity and tumor aggressiveness.

(F) Boxplot illustrating RRMPs signature enrichment across PAM50 breast cancer subtypes using GSE202203 data. The basal subtype exhibits the highest RRMPs enrichment, underscoring the link between elevated RRMPs activity and aggressive breast cancer phenotypes.

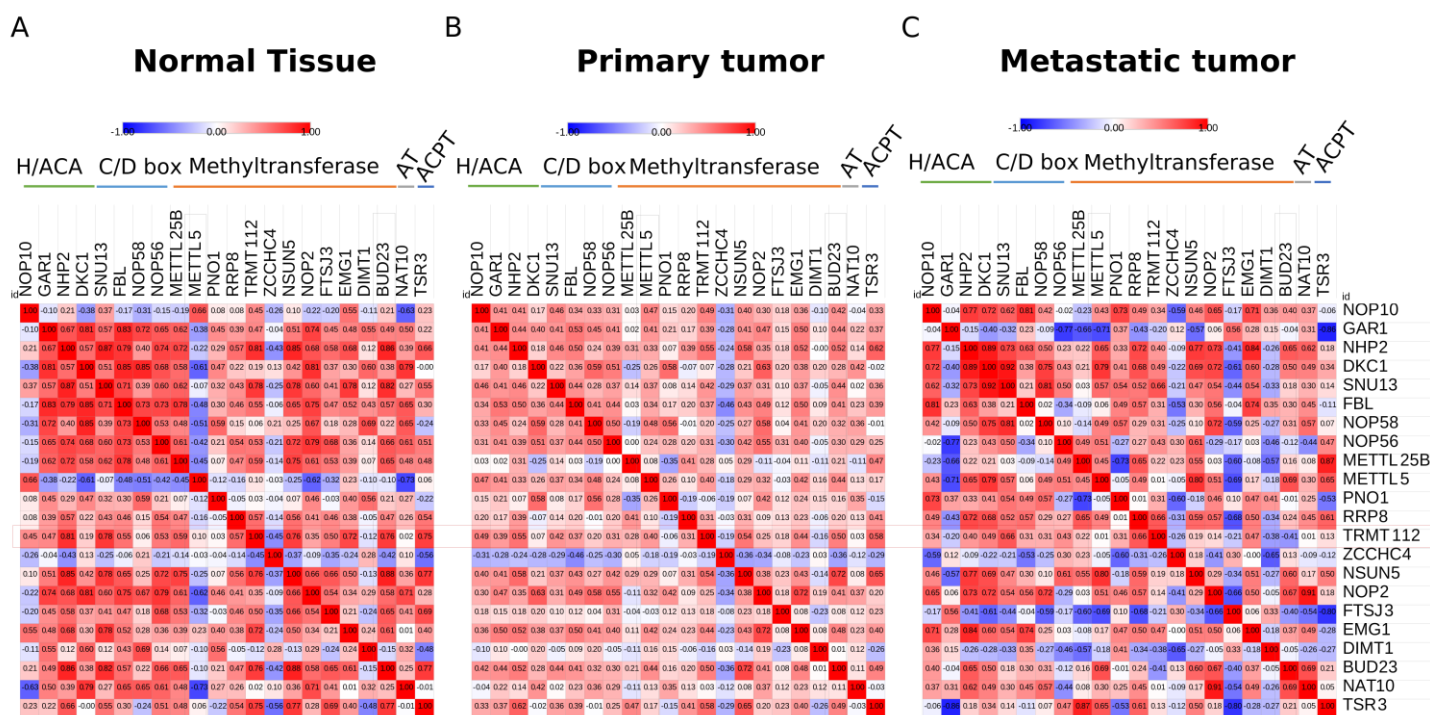

**Suppl Figure 3. Distinct Patterns of RRMps Expression Across Normal, Tumor, and Metastatic Tissues**

(A) RRMps Expression in Normal Tissues: The similarity matrix reveals a highly uniform expression pattern of RRMps, characterized by strong positive correlations (red) across most proteins. This indicates a well-regulated RRMps network under normal physiological conditions, ensuring the stability of ribosomal RNA modification processes.

(B) RRMps Expression in Primary Tumors: The correlation matrix shows increased variability in RRMps expression compared to normal tissues, reflecting dysregulation in rRNA modification processes associated with tumorigenesis. While some correlations remain intact, others weaken. Notably, METTL5, BUD23, and TRMT112 maintain positive correlations in tumors, whereas METTL25B and TSR3 exhibit reduced

connectivity with other RRMPs, suggesting altered regulatory mechanisms within the tumor microenvironment.

(C) RRMPs Expression in Metastatic Tissues: The metastatic matrix demonstrates a further decline in correlation strength, with the emergence of both positive and negative correlations. This indicates extensive reprogramming of RRMPs networks, potentially enhancing cellular plasticity and adaptability in metastatic progression. The loss of uniformity and the presence of negative correlations suggest significant alterations in the rRNA modification machinery, which may contribute to the survival and spread of metastatic cells in diverse microenvironments.

Similarity matrices were generated using Morpheus

(<https://software.broadinstitute.org/morpheus>), applying Pearson correlation coefficients to assess RRMPs expression relationships across normal, tumor, and metastatic tissues.

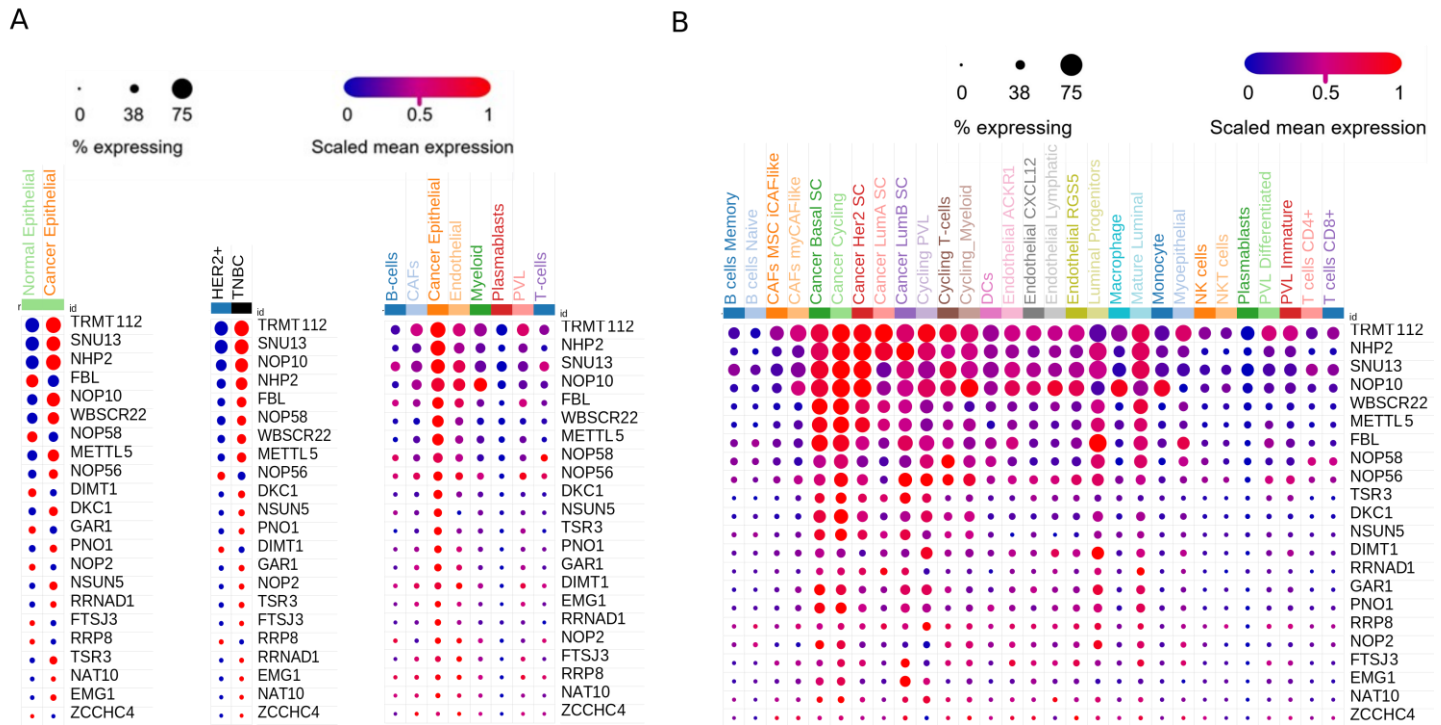

**Supp Figure 4. Single-Cell RNA Sequencing Analysis of rRNA Modification-Associated Genes in Breast Cancer.**

(A-B) Dot plot illustrating the scaled mean expression and percentage of cells expressing rRNA modification-related genes across diverse cell populations in human breast cancer samples, based on single-cell RNA sequencing (scRNA-seq) data from GSE176078. Data were processed and visualized using the Single Cell Portal (Broad Institute). (A) Expression profiles across normal and malignant epithelial cells, as well as HER2+ and TNBC tumor cells, stromal, and immune compartments. Key ribosome biogenesis regulators, including TRMT112, SNU13, and NOP10, exhibit distinct expression patterns, suggesting differential engagement of translational machinery in specific breast cancer subtypes. (B) Expression and prevalence of selected genes across detailed immune subpopulations, including B cells, T cells, macrophages, and stromal cells, are shown. The color intensity represents the scaled mean expression

(red = high, blue = low), while dot size indicates the percentage of cells expressing each gene. These data reveal context-specific expression of ribosome biogenesis factors, underscoring their potential role in tumor-immune interactions and microenvironmental heterogeneity in breast cancer.

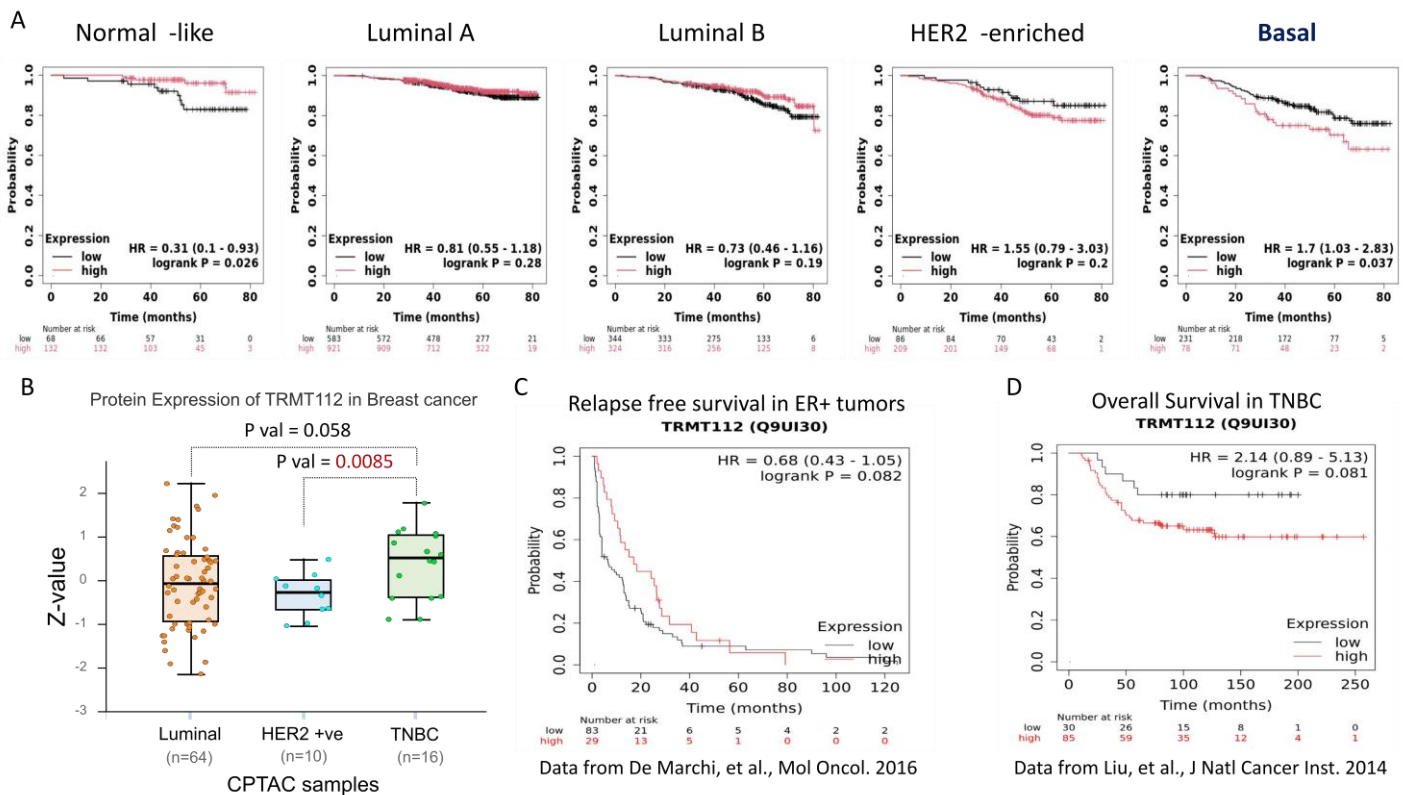

## Supp Figure 5. High Levels of TRMT112 are Associated with Poor Prognosis in TNBC

(A) Kaplan-Meier curves illustrate overall survival across breast cancer subtypes based on TRMT112 expression using KMplot data. Elevated TRMT112 is significantly associated with poorer survival in the Basal subtype (HR = 1.7, 95% CI: 1.03–2.83,  $p = 0.037$ ), while no significant differences are observed in Luminal A, Luminal B, or HER2-enriched subtypes, indicating a subtype-specific prognostic impact.

(B) Boxplot comparing TRMT112 protein levels across Luminal, HER2-positive, and Triple-Negative Breast Cancer (TNBC) subtypes using CPTAC data via the UALCAN platform. TRMT112 expression is significantly higher in TNBC compared to HER2-positive ( $p = 0.0085$ ) and marginally higher than in Luminal samples ( $p = 0.058$ ), suggesting its potential as a therapeutic target in TNBC.

(C) Kaplan-Meier plot shows relapse-free survival in estrogen receptor-positive (ER+) breast cancer patients. Although not statistically significant (log-rank  $p = 0.082$ ), the data suggests that higher TRMT112 protein level (red curve) may be associated with a trend towards improved relapse-free survival, with a hazard ratio (HR) of 0.68 (95% CI: 0.43 to 1.05).

(D) Kaplan-Meier plot of overall survival in TNBC patients reveals a contrasting trend, where elevated TRMT112 protein levels (red) are associated with poorer overall survival (HR = 2.14, 95% CI: 0.89–5.13,  $p = 0.081$ ), highlighting TRMT112's context-dependent role in breast cancer progression.

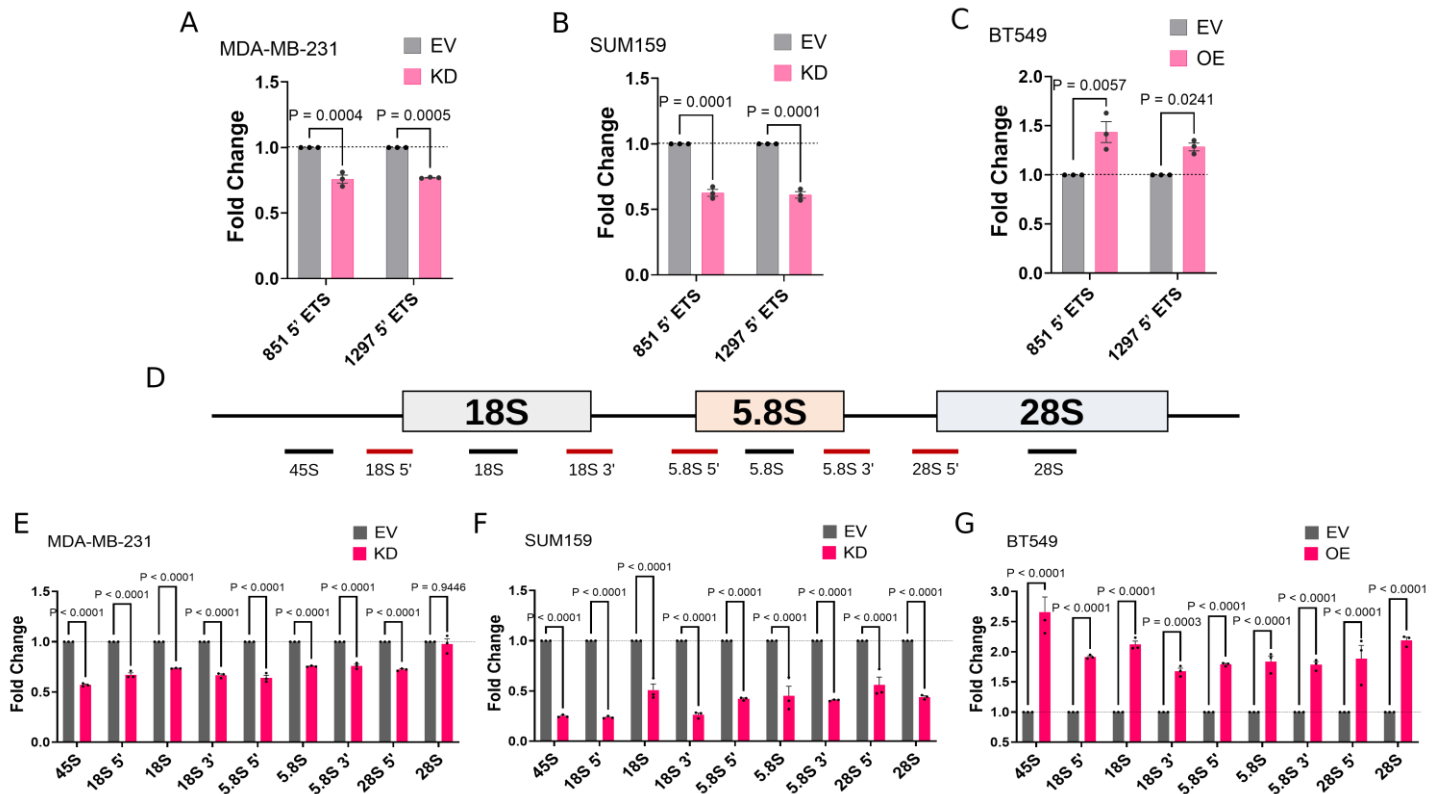

## Supp Figure 6. TRMT112 modulates Pol I activity and rRNA processing in breast cancer cells

(A–C) Quantification of RNA Polymerase I (Pol I) activity in TRMT112-modulated breast cancer cells. MDA-MB-231 (A) and SUM159 (B) cells with TRMT112 knockdown (KD) display significantly reduced transcription of 5' external transcribed spacer (ETS) regions (851 and 1297), compared to empty vector (EV) controls. (C) BT549 cells with TRMT112 overexpression (OE) exhibit increased 5' ETS transcript levels relative to EV controls. Pre-rRNA levels were normalized to  $\beta$ -actin, and fold-change was calculated relative to empty vector (EV) controls; p-values determined by unpaired two-tailed Student's t-test.

(D) Schematic representation of human rDNA operon organization, indicating primer sets used to assess rRNA processing intermediates at different positions across the 45S precursor transcript (adapted from Kwon et al., Science 2014).

(E–G) Analysis of rRNA processing intermediates in TRMT112-modulated cells. MDA-MB-231 (E) and SUM159 (F) TRMT112 KD cells show widespread decreases in precursor and intermediate transcripts (45S, 18S 5', 18S, 18S 3', 5.8S 5', 5.8S, 5.8S 3', 28S 5'), relative to EV controls. (G) Conversely, BT549 TRMT112 OE cells display significantly elevated rRNA processing intermediates compared to EV controls. rRNA intermediates levels were normalized to  $\beta$ -actin, and fold-change was calculated relative to empty vector (EV) controls; statistical significance was determined by unpaired two-tailed Student's t-test.

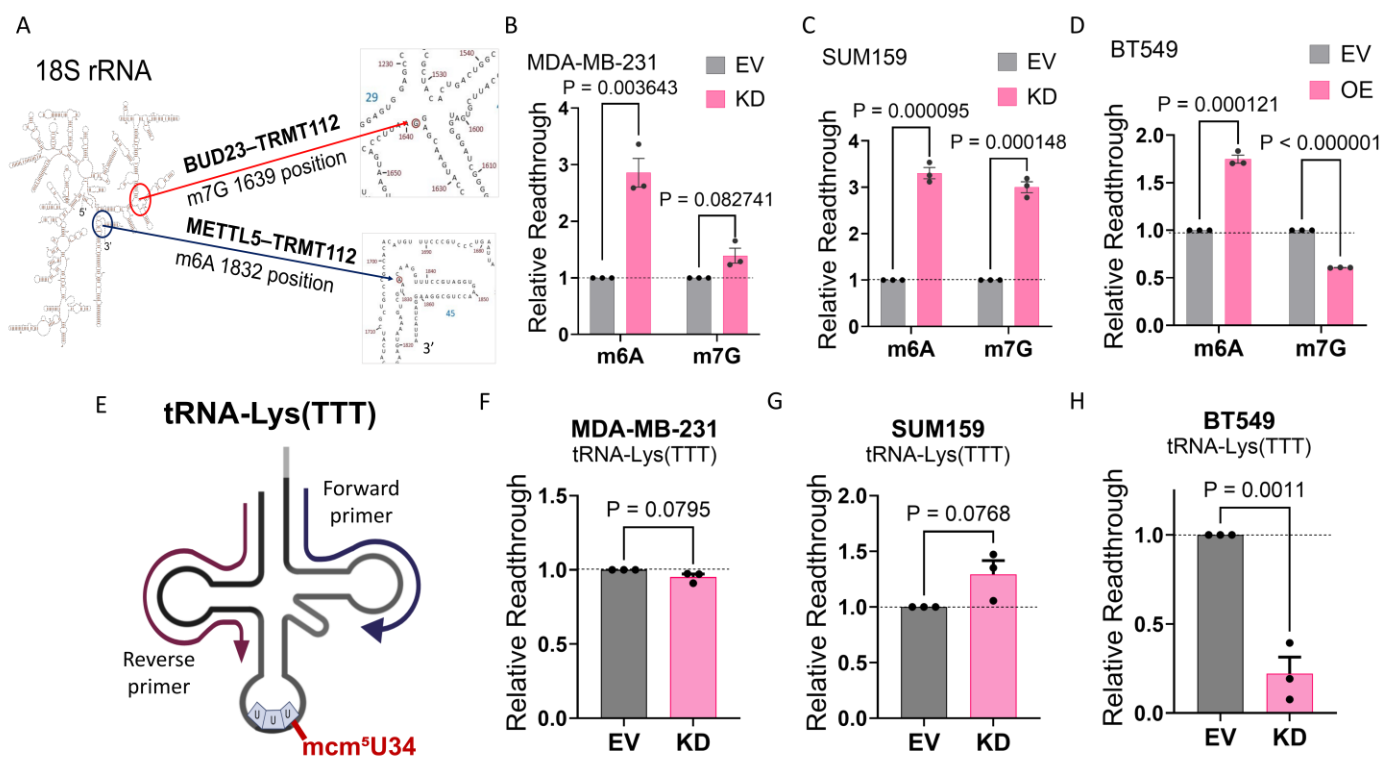

## Supp Figure 7. TRMT112 regulates 18S rRNA methylation but has minimal impact on tRNA modification

(A) Schematic representation of TRMT112-associated methylation sites in the 18S rRNA. TRMT112 interacts with BUD23 to catalyze m7G modification at position 1639 and with METTL5 to mediate m6A modification at position 1832.

(B–D) Relative readthrough analysis at 18S rRNA methylation sites in TRMT112-modulated breast cancer cells. TRMT112 knockdown (KD) in MDA-MB-231 (B) and SUM159 (C) cells results in increased readthrough at m6A and m7G sites, indicating reduced modification. In contrast, TRMT112 overexpression (OE) in BT549 cells (D) decreases readthrough at m7G, consistent with enhanced modification. Values >1 indicate weaker pausing and hypomodification, whereas values <1 indicate stronger pausing and higher modification levels. rRNA readthrough values were normalized to  $\beta$ -

actin, and fold-change was calculated relative to EV controls. Statistical significance was determined by unpaired two-tailed Student's t-test.

(E) Schematic of the tRNA-Lys(TTT) secondary structure showing the mcm<sup>5</sup>U34 modification site and primer locations used for readthrough analysis.

(F–H) Relative readthrough at the mcm<sup>5</sup>U34 site of tRNA-Lys(TTT). TRMT112 knockdown in MDA-MB-231 (F) and SUM159 (G) cells does not significantly affect readthrough. TRMT112 OE in BT549 cells (H) reduces readthrough, consistent with increased modification; however, these effects were not consistently significant across cell lines, suggesting that TRMT112 primarily impacts rRNA methylation rather than tRNA modification. tRNA readthrough values were normalized to U6 snRNA and fold-change calculated relative to EV controls. Statistical significance was determined by unpaired two-tailed Student's t-test.

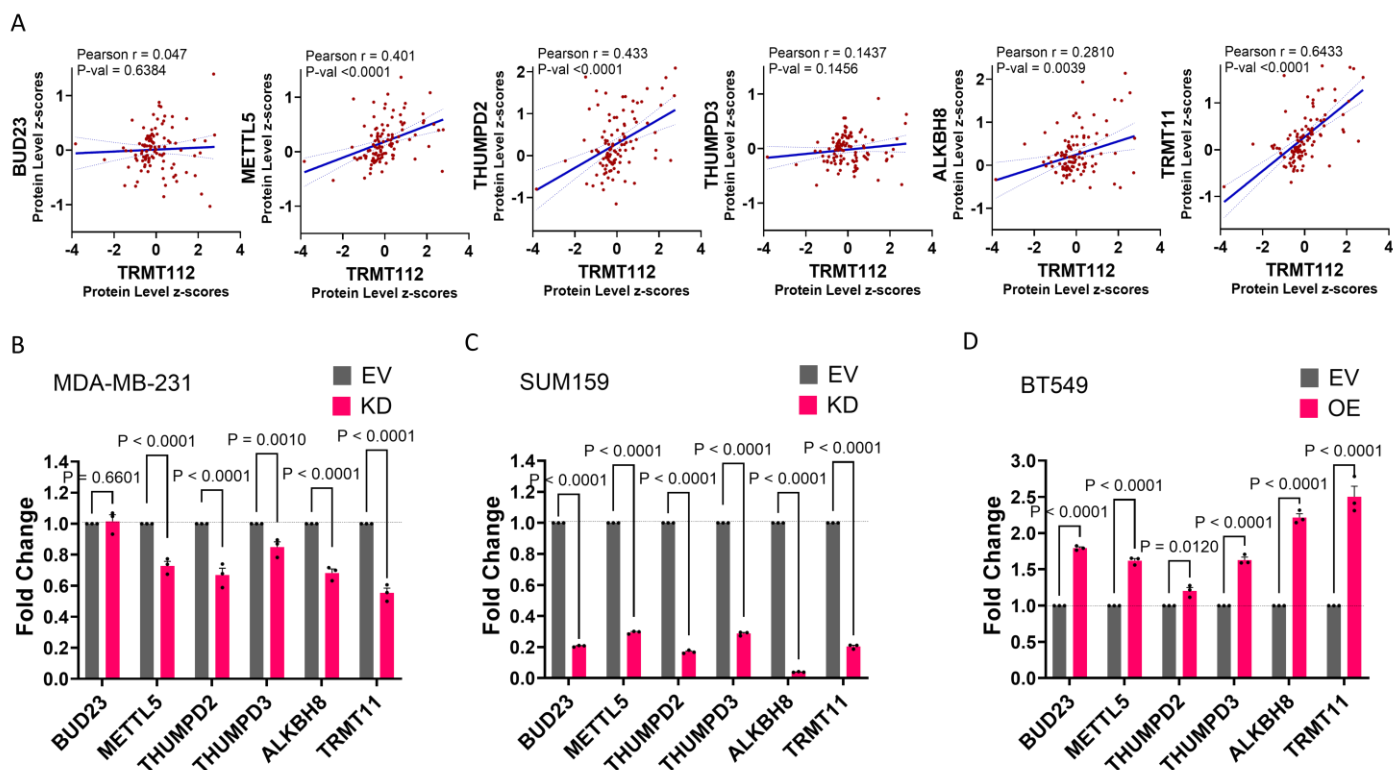

**Supp Figure 8. TRMT112 modulation alters the expression of its interacting partners and correlates with their protein levels in breast cancer**

(A) Correlation analysis between TRMT112 protein levels and its cofactors in the TCGA-BRCA CPTAC dataset (n= 104 samples). Protein z-scores for BUD23, METTL5, THUMP2, THUMP3, TRMT11, and ALKBH8 were compared against TRMT112 protein levels. Pearson correlation coefficients and corresponding p-values are shown. Significant positive correlations were observed for METTL5, THUMP2, TRMT11, and ALKBH8, whereas correlations with BUD23 and THUMP3 were not significant.

(B–D) qPCR analysis of TRMT112 cofactors and interacting partners (BUD23, METTL5, THUMP2, THUMP3, ALKBH8, and TRMT11) in TRMT112-modulated breast cancer cells. Knockdown (KD) of TRMT112 in MDA-MB-231 (A) and SUM159 (B) cells significantly reduces transcript levels of several cofactors, while overexpression (OE) of

TRMT112 in BT549 cells (C) enhances their expression. Data are presented as fold-change relative to empty vector (EV) controls, with  $\beta$ -actin used as the housekeeping/internal control. P-values were determined by unpaired two-tailed Student's t-test.

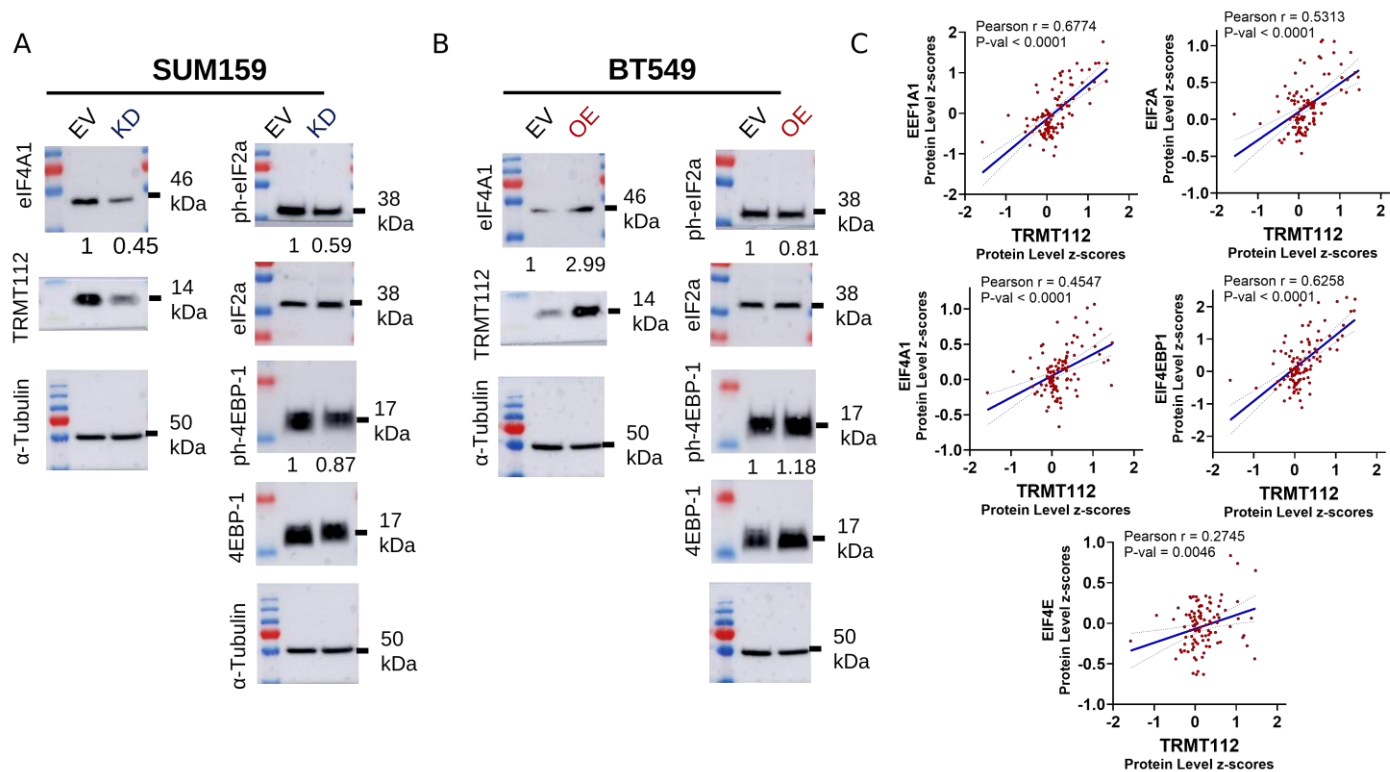

### Supp Figure 9. TRMT112 modulates translation factors abundance and phosphorylation in breast cancer cells

(A–B) Immunoblot analysis of key translation factors in TRMT112-modulated breast cancer cells. TRMT112 knockdown (KD) in SUM159 cells (A) reduces levels of eIF4A1 and phosphorylated eIF2α (ph-eIF2α), while TRMT112 overexpression (OE) in BT549 cells (B) increases eIF4A1 abundance. Phosphorylation of eIF2α and 4EBP-1 was quantified relative to their corresponding total protein levels. α-Tubulin served as the loading control. Densitometric quantification was normalized to α-tubulin for total protein abundance and expressed relative to untreated empty vector (EV) controls (set to 1). All blots were generated from a single set of cell lysates, which was probed for the factors shown.

(C) Correlation analysis between TRMT112 protein levels and several translation factors in the TCGA-BRCA CPTAC dataset ( $n = 104$  samples). Significant positive correlations

were observed between TRMT112 and eEF1A1, eIF4A1, eIF2A, 4E-BP1 and eIF4E protein levels, with Pearson correlation coefficients and p-values indicated for each.

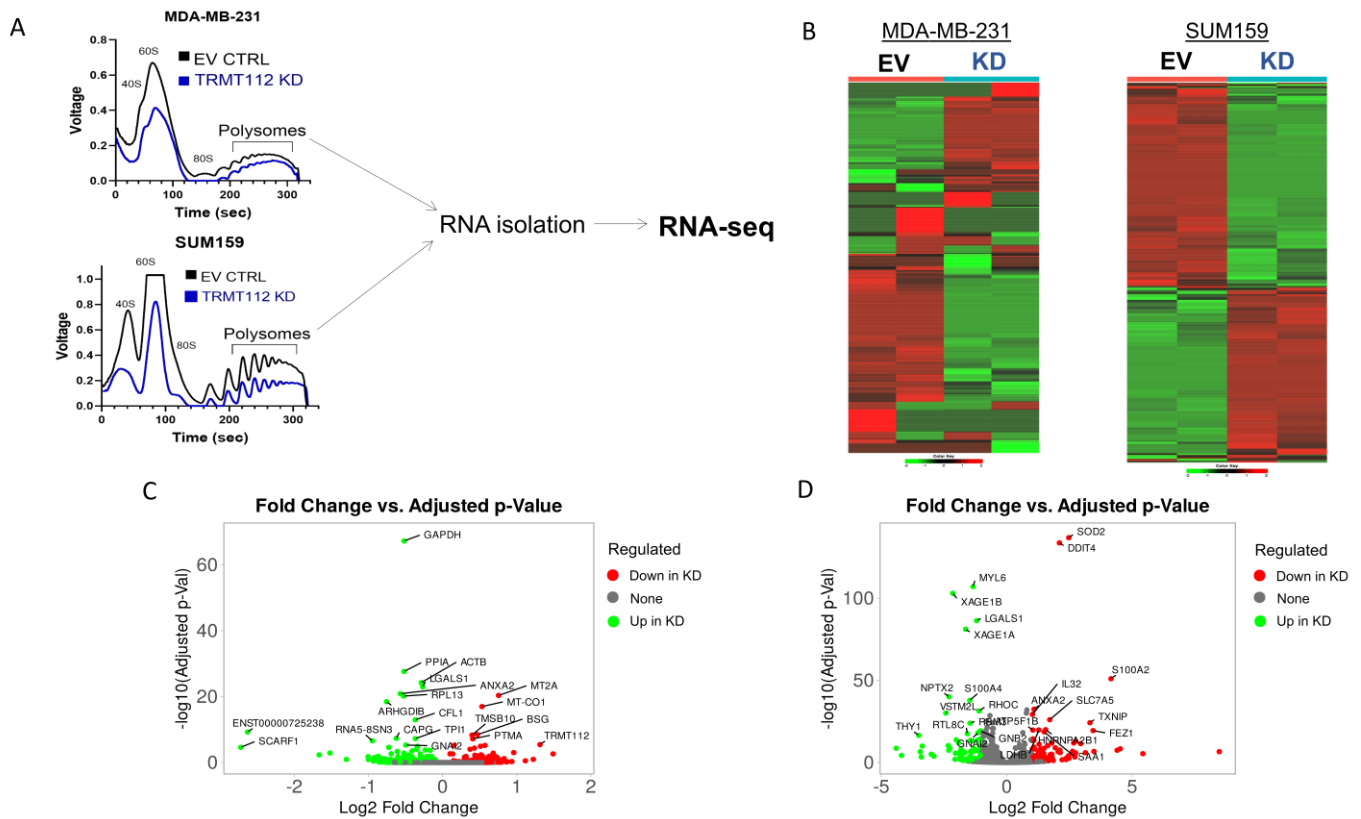

## Supp Figure 10. TRMT112 Knockdown Reduces Polysome Formation and Alters the Actively Translated mRNA Pool in TNBC Cells

(A) Polysome-profiling RNA-seq workflow. Sucrose-gradient absorbance profiles from MDA-MB-231 and SUM159 cells expressing either empty vector (EV, black) or TRMT112 shRNA (KD, blue). TRMT112 depletion reduces 80S and polysome peaks, indicating lower global ribosome loading. Pooled polysome fractions from the same gradients were subjected to RNA-seq to define TRMT112-dependent changes in the actively translated transcriptome.

(B) Hierarchical clustering heatmaps displaying transcriptomic changes in polysome-associated mRNAs from MDA-MB-231 (left) and SUM159 (right) cells after TRMT112 knockdown. 

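Behind the heatmaps, 37.7% of the genes tested in MDA-MB-231 and 60.1% in SUM159 differed between KD and EV polysomes at an adjusted p-value under 0.05. Of those called in MDA-MB-231, 4554 had an absolute log2 fold change under 0.5, and in SUM159 4157 did. Among called genes with a mean of at least 50 counts over the 12 libraries, the largest fitted log2 fold changes came from genes that were near absent in 1 group, where the fitted value depends on the prior count and the order of the genes is not that of the folds below. In MDA-MB-231, ATP10A was at least 61.8-fold higher and MAGEA12 at least 5.85-fold higher in KD, taking 3 counts as the level in EV, and RBFOX3 rose from 2.34 ± 2.02 to 457.4 ± 3.71 normalized counts (SD, n = 2), by between 6.88 and 8.78 on the log2 scale with each library left out in turn. ARL10 was at least 13.8-fold and GSTM2 at least 1.24-fold lower in KD. For MRGPRF, with a mean of 2.81 normalized counts in EV and 0 in KD, no fold is given. In SUM159, PAGE1 rose from 4.53 ± 0.72 to 486.4 ± 10.6 normalized counts (SD, n = 2), ZNF415 was at least 30.3-fold higher and PRICKLE1 at least 4.49-fold higher. BEX1 fell from 3591 ± 202 to 11.2 ± 8.45 normalized counts (SD, n = 2), with a log2 fold change between -9.40 and -7.70 with each library left out in turn. ACOT2 was at least 117.7-fold lower and XAF1 at least 22.8-fold lower in KD.
Among genes called in both lines in the same direction, those with the smallest unadjusted p-value, taking the larger of the lines, were INSIG1, MYLK and TIMP2, all higher in KD, and TXNIP, HSPD1 and PPP1R15A, all lower. INSIG1, on chromosome 7 from 155297776 to 155310235, had log2 fold changes of 0.86 in MDA-MB-231 (standard error 0.03, adjusted p = 5.1e-16 from edgeR's quasi-likelihood test) and 1.50 in SUM159 (standard error 0.03, adjusted p = 4.14e-22). MYLK, the myosin light chain kinase gene on chromosome 3 from 123610049 to 123884332, had 1.66 (standard error 0.05, adjusted p = 8.07e-17) and 1.85 (standard error 0.05, adjusted p = 4.17e-19), although its main transcript tested singly was not past the threshold in MDA-MB-231. TIMP2, on chromosome 17 from 78852977 to 78925387, had 0.58 and 1.07. TXNIP, on chromosome 1 from 145992435 to 145996579, had log2 fold changes of -0.89 in MDA-MB-231 and -3.29 in SUM159, HSPD1 had -0.67 and -1.23, and PPP1R15A had -0.70 and -1.07.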

Upregulated transcripts are shown in red, while downregulated transcripts are in green, highlighting widespread translational reprogramming.

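For the genes labelled in the volcano plot of MDA-MB-231, log2 fold changes of KD over EV were computed from the polysome counts. SCARF1, on chromosome 17 from 1633858 to 1645744, rose from 548.1 ± 55.3 to 3901 ± 84.0 normalized counts (SD, n = 2), a log2 fold change of 2.83 (standard error 0.07, adjusted p = 5.95e-17 from edgeR's quasi-likelihood test). ARHGDIB and CAPG, on chromosomes 12 and 2, had log2 fold changes of 0.84 (standard error 0.03, adjusted p = 5.19e-15) and 0.71 (standard error 0.03, adjusted p = 2.83e-15), and ANXA2, on chromosome 15, had 0.65 (standard error 0.02, adjusted p = 9.92e-16). GAPDH (0.60), GNAI2 (0.57), PPIA (0.57), RPL13 (0.57), TPI1 (0.45), CFL1 (0.44), ACTB (0.36) and LGALS1 (0.35) were also higher in KD, each past the threshold. The 5.8S rRNA gene RNA5-8SN3 had a log2 fold change of 1.02 (standard error 0.11, adjusted p = 6.11e-08), but it is 1 of several near-identical rRNA copies, between which reads cannot be assigned with certainty. MT2A, on chromosome 16, had a log2 fold change of -0.68 (standard error 0.04, adjusted p = 1.26e-12), MT-CO1 of the mitochondrial genome -0.45 (standard error 0.03, adjusted p = 8.27e-12), BSG -0.39, PTMA -0.33 and TMSB10 -0.32, each past the threshold and lower in KD.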

(C) A volcano Plot displays changes in the actively translated transcriptome of MDA-MB-231 cells after TRMT112 KD. Each point represents a transcript, plotted by its  $\log_2$  fold change in polysome association (KD versus EV) on the x-axis and the  $-\log_{10}$  adjusted P value on the y-axis. Transcripts whose association with polysomes is significantly reduced in TRMT112 KD cells are colored red, whereas those that exhibit greater polysome enrichment, and hence higher translation, are colored green; transcripts that are not differentially enriched in polysomes are grey.

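For the genes labelled in the volcano plot of SUM159, the largest decreases in KD were in S100A2, on chromosome 1 from 153561108 to 153567890, TXNIP and FEZ1. S100A2 fell from 8465 ± 491 to 525.5 ± 23.9 normalized counts (SD, n = 2), a log2 fold change of -4.01 (standard error 0.06, adjusted p = 4.32e-24 from edgeR's quasi-likelihood test), and FEZ1, on chromosome 11 from 125442881 to 125592568, had -3.01 (standard error 0.10, adjusted p = 3.28e-17). SOD2 (-2.71), DDIT4 (-2.07), ANXA2 (-1.05) and IL32 (-0.98) were lower in KD as well. VSTM2L, on chromosome 20 from 37903111 to 37945350, rose from 3015 ± 38.6 to 16110 ± 687 normalized counts (SD, n = 2), a log2 fold change of 2.42 (standard error 0.04, adjusted p = 9.6e-24), and NPTX2, on chromosome 7, had 2.33 (standard error 0.04, adjusted p = 7.83e-21). RTL8C (1.61), S100A4 (1.50), MYL6 (1.36), LGALS1 (1.24) and RHOC (1.14) were higher in KD, each past the threshold. XAGE1A and XAGE1B, neighbours on the X chromosome, had 1.67 and 2.16, but they are near-identical copies, so the division of reads between them is uncertain. ANXA2 was labelled in both plots and changed in opposite directions in the lines.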

How the deposited data were processed for this re-analysis (not part of the article)

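Polysome-associated RNA of 3 established TNBC cell lines was sequenced in 12 libraries, 2 for each of 6 groups: MDA-MB-231 EV and KD, SUM159 EV and KD, and BT549 EV and OE. The conditions were taken from the sample labels. According to the paper's methods, the authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with HISAT2, removed PCR duplicates with SAMtools, normalized to RPKM and tested with DESeq2. The table deposited by the authors holds expected counts per Ensembl transcript and no RPKM: the values are not normalized, and only 3.10% of the values above 0 are whole numbers. The unit of the 8 MDA-MB-231 and SUM159 columns was recorded as "other" because 5.08% of their cells hold a missing mark in place of a number, while their numbers are expected counts like those of BT549. The marked transcripts were counted as 0 and hold 0.121% of the BT549 counts. The counting tool, its annotation and the strand setting are not named in the paper's text. All 12 columns of per-sample values were used.
The deposited table lists no transcript with 0 in all 4 BT549 libraries, so mRNAs not detected in BT549 cannot be tested in MDA-MB-231 or SUM159. Transcripts were matched to GENCODE 44 without their version numbers (79.6% of them, or 75.9% with version numbers), summed to 24559 gene symbols, of which 111 join more than 1 gene, and rounded. The totals per library are in the passages on each experiment and lie between 22954226 and 27434677. At this depth a count of 0 allows up to 3 counts, and folds against a group with at most 3 counts in each library are given as lower bounds against 3 counts. These limits cover counting error only, since the reads carry no molecular identifiers.
Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 prepared the tables, matplotlib 3.10.9 drew the figures, and the fits were run in R 4.3.3. Genes were kept by edgeR's filterByExpr over the 6 groups, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood) in 1 model of group means with 6 residual degrees of freedom, and called at an adjusted p-value under 0.05 (Benjamini-Hochberg). The common dispersion was 0.000835. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. They are too small where a large fold leaves few counts in 1 group. The difference of the KD effects between MDA-MB-231 and SUM159 was tested in the same model, and overlaps were tested with Fisher's exact test. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01). The 17 lists cover actin cytoskeleton and contraction, cell adhesion, extracellular matrix organization, vasculature development, tRNA aminoacylation, rRNA processing and ribosome biogenesis, amino acid and folate metabolism, unfolded protein response, collagens, ossification, interferon signaling, antigen processing and presentation, proteasome and polyamines, cytosolic ribosomal proteins, mitochondrially encoded mRNAs, replication-dependent histones and the RRMP signature of the paper. All but the last were written from general knowledge.
The genes named in the text were chosen by a rule: genes that the paper names for these libraries, in its text or in Supplementary Fig. S10; the cofactors and translation factors it measures in the same lines; the 3 genes with the largest fitted change in each direction and contrast among called genes with a mean of at least 50 counts whose groups did not overlap; the 3 members with the smallest p of each list reported at a claim; and, for genes called in both KD lines, the 3 in each direction with the smallest unadjusted p, taking the larger of the lines. Some of the genes this rule gives are not reported here.
Alternatives were RLE size factors, library size only, the Wald test of DESeq2 1.42.0, no filter, a mean of at least 50 counts, a replicate block, each cell line fitted alone, the transcripts as listed, an added log2 fold change threshold of 1, camera with an estimated correlation, fry, members that no other list holds, and leaving out each library in turn. Leaving out the marked transcripts and a correction for transcript length and GC content were added after the data were seen. Leaving out a library was not run for counts of genes, since it leaves 1 library in a group. On simulated counts with 200 changed genes per contrast, and 40 more in MDA-MB-231 as a changed list, the edgeR test recovered 93.0%, 95.5% and 95.0% of the 200, and 5.19%, 6.37% and 8.65% of the calls were of genes not changed. The changed genes all had a mean of at least 50 counts and were few among the 15999 simulated. In the real contrasts 37.7%, 60.1% and 70.6% of the genes were called. The simulation therefore does not give the recovery or the share of false calls in the real data. With 2 libraries per group no other splits of the samples were counted. The methods do not say whether these libraries came from separate transfections. The p-values therefore do not cover the spread between repeated knockdowns or overexpressions. There are no libraries of total RNA, so ribosome loading was not separated from the amount of each mRNA.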

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

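The tests of the scaling between libraries and of the strength of the knockdown were chosen only after the results were seen. The KD effect differed between MDA-MB-231 and SUM159 for 8415 genes (edgeR's quasi-likelihood test of the difference, adjusted p under 0.05). Of these, 3808 were called in SUM159 alone, 2025 in opposite directions, 1499 in the same direction, 878 in MDA-MB-231 alone and 205 in neither line. With a correction for transcript length and GC content the number was 8537, and under the scaling that moved it most, library size only, it was 8445, which argues against either as the whole cause. If the strength of the knockdown were the whole cause, the genes would change in 1 direction and more where TRMT112 fell more. TRMT112 fell more in MDA-MB-231 (difference of the log2 fold changes -0.47, adjusted p = 1.83e-07), but 21.9% of the 8415 genes had the larger change there, and 2025 were called in opposite directions, which argues against it as the whole cause. TRMT112 protein is not measured in these libraries. The lines themselves stay open as an explanation and were not tested, since each line was knocked down in its own libraries.
Of 95 genes that the rule for named genes gives for MDA-MB-231 or SUM159, 24 were called in opposite directions in the KD lines, and each difference was past the threshold. As the KD effect in MDA-MB-231 minus that in SUM159 on the log2 scale, the difference was 3.75 for ARHGDIB, 3.71 for SDC1, 3.08 for SOD2, 2.66 for CAPG, 2.17 for SLC7A5, 1.70 for ANXA2, 1.38 for DDX47, 1.20 for CD9, 1.11 for EIF4A1, 0.75 for GAPDH, 0.70 for PPIA, 0.69 for THUMPD3, 0.67 for ACTB and 0.55 for BUD23, and in the other direction -4.07 for MCAM, -2.17 for S100A4, -1.79 for XAGE1A, -1.71 for CCN1, -1.45 for ATP1B1 and -0.94 for TMSB10. For MAGEA12, XAF1 and ZNF415, which had at most 3 counts in both libraries of 1 group, the difference with 3 counts as the level there was at least 3.42 for MAGEA12 and 5.86 for XAF1 and, in the other direction, -5.27 or further from 0 for ZNF415. For the rRNA gene RNA5-8SN3 it was 1.67, but reads of its near-identical copies, like those of XAGE1A, cannot be assigned with certainty. Over the alternatives on genes other than the transcripts as listed, the added fold change threshold and leaving out a library, 5 of the 24 lost a call. THUMPD3 lost that in MDA-MB-231 with library size only, and BUD23 that in SUM159 with RLE size factors and DESeq2. The MDA-MB-231 calls of S100A4 (adjusted p = 0.0448), XAGE1A (adjusted p = 0.0269) and ZNF415 (adjusted p = 0.0424) were each lost under several, the length and GC correction among them, which turned XAGE1A to 0.042. The other 19 kept both calls with that correction, and no other explanation was tested for single genes.
Among gene lists called in opposite directions, the difference of the KD effects was 0.98 for antigen processing and presentation (camera on the difference, adjusted p = 8.54e-07), 0.97 for interferon signaling (adjusted p = 5.7e-07) and 0.36 for proteasome and polyamines (adjusted p = 0.000821). The medians were 0.32, 0.16 and 0.14 in MDA-MB-231 and -0.62, -0.85 and -0.29 in SUM159. With the correlation between genes estimated from the data, none of the MDA-MB-231 calls passed (adjusted p = 0.117, 0.0844 and 0.0844), nor did antigen processing in SUM159 (adjusted p = 0.112). Each list was called in both lines by fry, which called 50 of the 51 set tests. The MDA-MB-231 call of interferon signaling was near the threshold (adjusted p = 0.0494). It was lost with RLE size factors, DESeq2, a mean of at least 50 counts and the transcripts as listed, where the median was 0.00, and the median ranged from 0.098 without EV replicate 2 to 0.22 without EV replicate 1. That of proteasome and polyamines was lost with library size only (0.055), a mean of at least 50 counts, the line alone and the transcripts as listed (0.020). With the length and GC correction each list kept its direction and its call in both lines. Members of the antigen list share reads between paralogs, which was not tested.
The paper does not discuss the 79 mRNAs of cytosolic ribosomal proteins as a group for these libraries, although it labels RPL13 in the MDA-MB-231 volcano plot. They were higher in all 3 contrasts, with medians of 0.10 in MDA-MB-231 KD, 0.24 in SUM159 KD and 0.46 in BT549 OE (camera, adjusted p = 0.00154, 1.34e-06 and 4.17e-08). None was past the threshold with the correlation between genes estimated from the data. With the correction for transcript length and GC content, the list stayed higher and past the threshold in 2 of the contrasts (0.19 and 0.20), while in SUM159 it fell to 0.05 (adjusted p = 0.693), so that a trend over length or GC content remains open there. Under library size only and RLE size factors the lowest median was 0.0147, in MDA-MB-231 with library size only, where the list was not past the threshold (adjusted p = 0.123). The direction was kept, but the MDA-MB-231 call depends on the scaling. Ribosomal proteins have many pseudogenes, and reads shared with them were not tested.
The 13 mitochondrially encoded mRNAs were lower in both KD contrasts, with medians of -0.24 in MDA-MB-231 and -0.26 in SUM159 (camera, adjusted p = 3.01e-05 and 0.0133), and neither was past the threshold with the correlation estimated from the data (adjusted p = 0.249 and 0.446). They are translated on mitochondrial ribosomes, and the paper labels MT-CO1 alone among them. A smaller amount of mitochondria in the KD fractions would lower all 13 alike. Their log2 fold changes instead spread by 2.36 times their median standard error or more, from -0.45 (MT-CO1) to -0.01 (MT-ND4L) in MDA-MB-231 and from -0.33 (MT-ND2) to 0.00 (MT-CO1) in SUM159. The spread argues only against an equal fall of all 13, and the standard errors cover only the spread between libraries. In SUM159, 12 of the 13 were called lower, with quartiles of -0.27 and -0.21, so most fell nearly alike. A smaller amount of mitochondria thus stays open as a cause of the shared fall. A change in the mitochondrial mRNAs themselves stays open and was not tested.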

How the results depend on the processing

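The correction for transcript length and GC content and the fit without the marked transcripts were chosen only after the results were seen. With RLE size factors, with the replicate block and without the marked transcripts, each count of genes in 1 direction stayed within 1.5 times, and the correlations and the gene lists reported at a claim kept their direction and, where tested, their side of the threshold. Which direction held more genes was less stable. In SUM159 more were lower (4733 higher, 5200 lower), but more were higher with RLE size factors (5157 and 4782), DESeq2 (4809 and 4503) and the length and GC correction (4994 and 4896). In MDA-MB-231 more were higher except with library size only (2363 and 4082) and the added log2 fold change threshold below, and in BT549 the directions were near equal and changed order with DESeq2, each line alone and the transcripts as listed. For the replicate block, libraries with the same number in EV and the changed group were not paired in the data: their deviations correlated by 0.02 in MDA-MB-231, -0.02 in SUM159 and 0.00 in BT549. Where a change is given below, the cause was not tested unless the setting itself shows it. The pseudocount and low-value filter for normalized values were not run, since the table holds counts, and each cell line alone gives no value for the difference between the lines.
With an added log2 fold change threshold of 1, fewer genes pass by construction: 264 higher and 266 lower in MDA-MB-231, 1204 and 1388 in SUM159, 2665 and 2518 in BT549, 2478 with a different KD effect, and 42 higher and 36 lower in both KD lines. With the transcripts as listed, 1560 were higher and 781 lower in MDA-MB-231, and 593 higher and 275 lower in both lines. With library size only, 958 were higher and 1892 lower in both lines. Genes in the same direction in both lines exceeded the number expected from the sizes of the lists under every alternative on counts of genes. Genes in opposite directions did so too, except at a mean of at least 50 counts (2046 against 2272 expected, odds ratios 0.81 and 0.80, p = 1.25e-06 and 9.73e-07, two-sided Fisher's exact test) and with each line alone (2095 against 2232, odds ratios 0.95 and 0.81, p = 0.262 and 1.35e-06, same test).
Spearman's rho across genes between MDA-MB-231 KD and SUM159 KD was 0.035 with no filter, 0.107 at a mean of at least 50 counts, 0.092 with each cell line alone and 0.014 with the transcripts as listed. In the same order it was -0.038, -0.071, -0.072 and -0.016 between MDA-MB-231 KD and BT549 OE, and 0.053, 0.0865, 0.0860 and 0.034 between SUM159 KD and BT549 OE, where the length and GC correction gave 0.0504. Leaving out each library in turn, the ranges were 0.0502 to 0.0657, -0.0622 to -0.0465 and 0.0724 to 0.0810.
Of 51 set tests, 9 passed with the estimated correlation and 50 with fry. Not past the threshold with the estimated correlation, at unchanged medians, were in MDA-MB-231 actin (0.092), amino acid and folate metabolism (-0.11) and rRNA processing (-0.040), in SUM159 actin (0.41) and matrix organization (0.29), and in BT549 antigen processing (-2.01), collagens (1.33), matrix organization (1.12) and ossification (0.87). Past it with fry alone or among others were in MDA-MB-231 adhesion (0.058), matrix organization (0.030) and vasculature (0.050), in SUM159 adhesion (0.00) and vasculature (0.13), and in BT549 proteasome and polyamines (-0.041).
With library size only, MDA-MB-231 matrix organization turned to -0.032 and vasculature to -0.0011, and actin was not past the threshold (0.0015). With members that no other list holds, adhesion in MDA-MB-231 passed (0.10), while SUM159 matrix organization (0.18), BT549 collagens (1.125) and ossification (0.71) did not. With the DESeq2 Wald test, adhesion (0.080) and matrix organization (0.051) in MDA-MB-231 and vasculature in SUM159 (0.18) passed. With no filter, adhesion (0.061) and matrix organization (0.043) in MDA-MB-231 passed, and with each cell line alone matrix organization did (0.0498). With the transcripts as listed, adhesion in MDA-MB-231 (0.11) and vasculature in SUM159 (0.34) passed, and in MDA-MB-231 actin (0.063), amino acid metabolism (-0.058) and rRNA processing (-0.084) did not.
Leaving out each library in turn, the medians in MDA-MB-231 ranged from 0.091 to 0.109 for actin, -0.14 to -0.11 for amino acid metabolism, 0.0146 to 0.0925 for matrix organization, -0.054 to -0.022 for rRNA processing, -0.15 to -0.12 for the unfolded protein response and 0.031 to 0.0638 for vasculature. Without EV replicate 1, matrix organization was at its highest and vasculature and rRNA processing at their lowest, without EV replicate 2 rRNA processing was nearest 0, and without KD replicate 2 matrix organization was at its lowest. In SUM159 they ranged from -0.84 to -0.78 for amino acid metabolism, -0.047 (without KD replicate 2) to 0.020 (without KD replicate 1) for adhesion, -0.73 to -0.70 for rRNA processing, -0.47 to -0.45 for the unfolded protein response and 0.044 to 0.132 for vasculature, lowest without KD replicate 1. In BT549 they ranged from -2.26 to -2.01 for antigen processing, 1.20 to 1.36 for collagens, -5.70 to -5.33 for interferon signaling and, for proteasome and polyamines, -0.074 without OE replicate 1 to -0.017 without OE replicate 2.
Results reported for other lists and for named genes reversed as follows. Collagens in SUM159 were -0.064 at a mean of at least 50 counts, -0.070 with the line alone and -0.038 with the length and GC correction. Replication-dependent histones in SUM159 were 0.0164 with RLE size factors, 0.0168 with DESeq2 and 0.0025 at a mean of at least 50 counts. Leaving out each library in turn, medians on both sides of 0 came from SUM159 collagens (-0.12 to 0.16), SUM159 histones (-0.25 to 0.035) and BT549 amino acid metabolism (-0.072 to 0.0028). MDA-MB-231 collagens ranged from -0.052 to 0.105. SUM159 ossification ranged from 0.14 to 0.29, BT549 histones from -0.51 to -0.17 and BT549 adhesion from 0.029 to 0.087. In BT549, amino acid metabolism was 0.0531 with members that no other list holds and 0.073 with the length and GC correction, adhesion was -0.031 with members that no other list holds, and vasculature was 0.10 with no filter and 0.0022 with the length and GC correction. That correction also turned MDK in BT549 to -0.0401 and METTL5 in SUM159 to -0.013, and METTL5 was -0.043 with the transcripts as listed. Over the alternatives other than leaving out a library, 159 results of named genes changed 28 times to weaker, 4 times to stronger and 3 times in direction, and 29 results of other lists changed 28, 23 and 11 times.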

Differences from the paper's values

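The length and GC correction was chosen only after the results were seen. The volcano plots of Supplementary Fig. S10C and D label single mRNAs, and their x axis was read by eye. The replicate SD, used below as the bar for a difference, does not cover the error of that reading. Labelled mRNAs with a negative x carry the colour for higher in KD, while the legend gives KD versus EV, so the values here are log2 ratios of EV to KD, on the scale of the plots. On that scale the direction was the same for 19 of 19 mRNAs in MDA-MB-231 and 18 of 18 in SUM159.
In MDA-MB-231, 15 values differed from the paper's by more than the replicate SD, and 18 did with RLE size factors or the DESeq2 Wald test. The gaps were mostly 1 shared shift. Over the 19 mRNAs the value here minus the paper's had a median of -0.077, from -0.13 to -0.046. With library size only the median was 0.014, from -0.04 to 0.044, so the shift came with the scaling. For mRNAs higher in KD, the paper's value in Supplementary Fig. S10C, read by eye, was about -0.52 for GAPDH against -0.60 here, about -0.52 for PPIA against -0.57, about -0.29 for ACTB against -0.36, about -0.27 for LGALS1 against -0.35 and about -0.57 for ANXA2 against -0.65. In the same plot the paper's value was about -0.76 for ARHGDIB against -0.84 here, about -0.37 for CFL1 against -0.44, about -0.62 for CAPG against -0.71, about -0.37 for TPI1 against -0.45 and about -0.5 for GNAI2 against -0.57. For mRNAs lower in KD it was about 0.76 for MT2A against 0.68 here, about 0.53 for MT-CO1 against 0.45, about 0.4 for TMSB10 against 0.32, about 0.46 for BSG against 0.39 and about 0.41 for PTMA against 0.33, read by eye in Supplementary Fig. S10C. With library size only, an alternative set before the data were examined, 12 of these fell within the paper's value and PPIA, CFL1 and TPI1 did not. PTMA also did at a mean of at least 50 counts (0.34) and with the line fitted alone (0.34). Leaving out a library, GNAI2 did without EV replicate 2 (-0.54) or KD replicate 1 (-0.55), MT2A without KD replicate 1 (0.72), and PTMA without EV replicate 2 (0.36) or KD replicate 1 (0.38). With the length and GC correction, which was chosen after seeing the values, GAPDH (-0.55), ACTB (-0.31), GNAI2 (-0.53) and BSG (0.46) did. None of the other alternatives closed any of these gaps.
In SUM159, 6 values differed. With RLE size factors or the DESeq2 Wald test 15 of 18 differed. With library size only 4 did, THY1 among them (-3.381 against about -3.5). The paper's values were read to fewer decimals in SUM159, so the small gaps of XAGE1A, RHOC and ANXA2 are not separated from reading error. The paper's value in Supplementary Fig. S10D, read by eye, was about 2.5 for SOD2 against 2.71 here, about 4.2 for S100A2 against 4.01 and about 3.4 for FEZ1 against 3.01, and none of the alternatives set before the data were examined closed these gaps. The length and GC correction, chosen after seeing the values, gave 4.23 for S100A2. The paper's value was about -1.6 for XAGE1A against -1.67 here (-1.665), about -1.1 for RHOC against -1.14 and about 1.1 for ANXA2 against 1.05, read by eye in Supplementary Fig. S10D. With library size only, these came to -1.628, -1.102 and 1.084, within the paper's values, and with no filter XAGE1A and RHOC did too (-1.654 and -1.128), as did XAGE1A without EV replicate 1 (-1.628) and RHOC without EV replicate 1 (-1.127) or KD replicate 1 (-1.116).
The paper names ATP1B1 among the genes higher in KD. In MDA-MB-231 its log2 fold change of KD over EV was -0.24, and it was negative under each alternative, from -0.60 with the transcripts as listed to -0.17 without EV replicate 2. The paper reports adhesion processes as enriched in KD cells. The adhesion list was not past the threshold in either line with camera, but it passed in MDA-MB-231 with fry, DESeq2, no filter, members that no other list holds and the transcripts as listed, and in SUM159 with fry. Of the 51 set tests fry called 50, so its call says little about a single list. The paper introduces the OE result as reciprocal, while its own figure places extracellular matrix organization in KD and collagen formation in OE. Here the actin cytoskeleton and matrix lists were higher both in SUM159 KD and in BT549 OE. With the correlation between genes estimated from the data, neither list passed in these contrasts (camera, adjusted p = 0.123 and 0.198 in SUM159, 0.0844 and 0.0709 in BT549).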

Other observations

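The tests of the interferon level and of a mislabelled sample were chosen only after the results were seen. Several genes named for KD were also measured in BT549 OE, where LMCD1 had a log2 fold change of 3.02 (adjusted p = 1.29e-13), ATP1B1 of 1.75 (adjusted p = 2.13e-16), TPM1 of 0.72 (adjusted p = 6.32e-16) and MDK of 0.27 (adjusted p = 1.99e-08), all higher, with MDK turning to -0.04 under the length and GC correction. ASNS (-0.59) and VRK1 (-0.33) were lower in BT549 OE. Spearman's rho across genes was -0.06 between MDA-MB-231 KD and BT549 OE and 0.08 between SUM159 KD and BT549 OE, where genes are not independent replicates. Of the genes higher in SUM159 KD, 2094 were higher and 1686 lower in OE (1685 and 1657 expected), and of those higher in MDA-MB-231 KD, 1330 were higher and 1627 lower (1248 and 1227 expected).
The paper measured TRMT112 cofactors and translation factors by qPCR or immunoblot, which the polysome libraries do not repeat. In polysomes, METTL5 had log2 fold changes of -0.17 in MDA-MB-231 KD, 0.10 in SUM159 KD (adjusted p = 0.0817) and 0.93 in BT549 OE, and THUMPD2 had -0.17 (adjusted p = 0.352), -0.81 and 0.52. ALKBH8 had -0.18, -3.02 and -0.42, and TRMT11 had -0.30, -1.31 and -0.30. BUD23 had 0.44, -0.10 and 0.20, and THUMPD3 had 0.17, -0.52 and 0.17. EIF4A1 had 0.15, -0.95 and 1.14, EIF4EBP1 had -0.34, -0.32 and 0.84, and EIF2S1 had -0.28, -0.74 and -0.45. All but the values with an adjusted p given here were past the threshold, and the call of ALKBH8 in MDA-MB-231 (adjusted p = 0.0479) was lost under 5 of the alternatives.
The remaining list results have no claim in the paper. In MDA-MB-231 KD the medians were 0.00 for collagens (adjusted p = 0.772), 0.11 for ossification (adjusted p = 0.091), 0.08 for histones (adjusted p = 0.375) and -0.04 for the RRMP signature (adjusted p = 0.203). In SUM159 KD they were 0.04 (adjusted p = 0.954), 0.27 (0.265, adjusted p = 0.0736), -0.04 (adjusted p = 0.807) and -0.47 (-0.475, adjusted p = 0.00147) in the same order. In BT549 OE the median was -0.35 for histones (adjusted p = 0.206), 0.36 for the RRMP signature (adjusted p = 0.0736), 0.73 for actin (adjusted p = 5.13e-06), 0.35 for rRNA processing (adjusted p = 0.00154) and -0.29 for the unfolded protein response (adjusted p = 0.0195). Not past the threshold in OE were amino acid metabolism (-0.03), adhesion (0.09), vasculature (-0.08), tRNA aminoacylation (0.20) and mitochondrially encoded mRNAs (-0.14).
The rise of collagen mRNAs in BT549 OE could come from reads of the other lines. Genes abundant in SUM159 and absent from BT549 EV would then need to reach 728% of their SUM159 level, the share that the rise of COL1A1 needs, but together reached 6.31%. For MDA-MB-231 the share was 8.06% against 48460%, so the test argues against it. Fibroblasts or other cells were not tested, and TRMT112 overexpression stays open.
For the fall of interferon mRNAs in BT549 OE, reads of the other lines in BT549 EV would need a share of 702% for SUM159, while genes abundant in SUM159 and absent from OE together reached 6.93%. TRMT112 was at least 4286 normalized counts in the OE libraries, above both EV libraries, which argues against exchanged labels. A candidate explanation is an interferon response switched on in the BT549 EV cells. The median log2 CPM of the list was at least 6.45 in BT549 EV, against at most 3.32 in the EV libraries of the other lines, and 0.60 and 0.45 in BT549 OE. The OE libraries thus lay below the other lines as well, so that a fall caused by OE stays open beside a raised level in EV, and 1 pair of groups does not separate them.
The tRNA synthetase mRNAs that fell in SUM159 KD may follow lower activity of the transcription factor ATF4. On lists written from general knowledge, 12 synthetases raised by ATF4 had a mean log2 fold change of -1.501 ± 0.487 (SD) and 8 others of -0.901 ± 0.318 (SD), and the groups differed (exact two-sided permutation test, p = 0.00478). ATF4 mRNA itself had -1.01 in SUM159. In MDA-MB-231 the groups did not differ (exact two-sided permutation test, p = 0.284), nor was ATF4 mRNA past the threshold (-0.05, adjusted p = 0.192). Since the others fell as well, ATF4 does not account for the whole list. With the correction for transcript length and GC content the median in SUM159 was -1.04 and past the threshold, which argues against such a trend.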
